# Genome‐wide occupancy of histone H3K27 methyltransferases CURLY LEAF and SWINGER in *Arabidopsis* seedlings

**DOI:** 10.1002/pld3.100

**Published:** 2019-01-31

**Authors:** Jie Shu, Chen Chen, Raj Kumar Thapa, Shaomin Bian, Vi Nguyen, Kangfu Yu, Ze‐Chun Yuan, Jun Liu, Susanne E. Kohalmi, Chenlong Li, Yuhai Cui

**Keywords:** *Arabidopsis*, *CURLY LEAF*, *SWINGER*, genome‐wide occupancy, H3K27me3, gene repression

## Abstract

The Polycomb Group (PcG) proteins form two protein complexes, PcG Repressive Complex 1 (PRC1) and PRC2, which are key epigenetic regulators in eukaryotes. PRC2 represses gene expression by catalyzing the trimethylation of histone H3 lysine 27 (H3K27me3). In *Arabidopsis* (*Arabidopsis thaliana*), CURLY LEAF (CLF) and SWINGER (SWN) are two major H3K27 methyltransferases and core components of PRC2, playing essential roles in plant growth and development. Despite their importance, genome‐wide binding profiles of CLF and SWN have not been determined and compared yet. In this study, we generated transgenic lines expressing GFP‐tagged CLF/SWN under their respective native promoters and used them for ChIP‐seq analyses to profile the genome‐wide distributions of CLF and SWN in *Arabidopsis* seedlings. We also profiled and compared the global H3K27me3 levels in wild‐type (WT) and PcG mutants (*clf*,* swn*, and *clf swn*). Our data show that CLF and SWN bind to almost the same set of genes, except that SWN has a few hundred more targets. Two short DNA sequences, the *GAGA*‐like and *Telo*‐box‐like motifs, were found enriched in the CLF and SWN binding regions. The H3K27me3 levels in *clf*, but not in *swn*, were markedly reduced compared with WT; and the mark was undetectable in the *clf swn* double mutant. Further, we profiled the transcriptomes in *clf*,* swn*, and *clf swn,* and compared that with WT. Thus this work provides a useful resource for the plant epigenetics community for dissecting the functions of PRC2 in plant growth and development.

## 1 INTRODUCTION

The Polycomb Group (PcG) proteins play crucial roles in epigenetic regulation through maintaining the repressed state of target genes (Dellino et al., 2004). Initially described in *Drosophila melanogaster* as regulators of gene expression (Lewis, 1978), PcG proteins form two functionally distinct multi‐protein complexes known as Polycomb Repressive Complex 1 and 2 (PRC1 and PRC2) (Margueron & Reinberg, 2011). PRC2 catalyzes the trimethylation of histone H3 lysine 27 (H3K27me3), a key repressive epigenetic mark in higher organisms (Cao et al., 2002; Hansen et al., 2008; Lafos et al., 2011); whereas PRC1 catalyzes the monoubiquitination of histone H2A lysine 119 (H2AK119ub) (Cao & Zhang, 2004).

The subunits of PRC2 are highly conserved in multicellular organisms, but the number of genes that encode each subunit varies among species (Mozgova & Hennig, 2015). The *Drosophila* PRC2 has four main components: Enhancer of zeste (E(z)), Suppressor of zeste 12 (Su(z)12), Extra sex comb (Esc), and p55 (Margueron & Reinberg, 2011; Schwartz & Pirrotta, 2007). In human, two copies of E(z)—*EZH1* and *EZH2* exist (Ciferri et al., 2012). In *Arabidopsis*, there are three homologous genes for the E(z) subunit, *CURLY LEAF* (*CLF*), *SWINGER* (*SWN*), and *MEDEA* (*MEA*); three for Su(z)12, *EMBRYONIC FLOWER 2* (*EMF2*), *VERNALIZATION 2* (*VRN2*), and *FERTILIZATION INDEPENDENT SEED 2* (*FIS2*); one gene for Esc, *FERTILIZATION INDEPENDENT ENDOSPERM* (*FIE*); and five genes for p55, *MULTICOPY SUPRESSOR OF IRA 1‐5* (*MSI1‐5*) (Whitcomb, Basu, Allis, & Bernstein, 2007).

In *Arabidopsis*, PRC2 proteins have been shown to play vital roles in many growth and developmental processes (Bouyer et al., 2011; Jiang, Wang, Wang, & He, 2008; Li et al., 2015; Muller‐Xing, Clarenz, Pokorny, Goodrich, & Schubert, 2014; Tang, Lim, et al., 2012). For instance, *CLF* has long been known to be necessary for the control of leaf and flower morphology, likely through repressing *AGAMOUS* (*AG*) and *SHOOT MERISTEMLESS* (*STM*) (Goodrich et al., 1997; Schubert et al., 2006). *CLF* is also necessary for *WUSCHEL* (*WUS*) repression, contributing to the termination of floral stem cells (Liu et al., 2011), and is required for maintaining root meristem activity by antagonizing the chromatin remodeler PICKLE (PKL) (Aichinger, Villar, Di Mambro, Sabatini, & Köhler, 2011). Unlike the *clf* mutants that display severe phenotypes including dwarfism, curly leaf, and early flowering, the *swn* mutants only show weak changes during vegetative phase transition (Xu, Hu, Smith, & Poethig, 2016; Xu, Guo, et al., 2016). However, the *clf swn* double mutants lose the capacity to differentiate and form massive somatic embryo‐like structures (Chanvivattana et al., 2004; Farrona et al., 2011; Lu, Cui, Zhang, Jenuwein, & Cao, 2011). These prior works have clearly demonstrated the importance of CLF and SWN in plant development, but mostly based on mutant examination and single gene analyses. Meanwhile, although a number of H3K27me3 genome‐wide profiling have been reported (Carter et al., 2018; Cui et al., 2016; Li et al., 2015, 2016; Luo et al., 2013; Wang et al., 2016; Yang et al., 2016), works on genome‐wide occupancy of the CLF and SWN proteins are rather limited. The recently published CLF ChIP‐chip data were based on a transgenic line in which CLF was driven by a constitutive promoter (Xiao et al., 2017). Therefore, there is a pressing need to profile their genome‐wide occupancy for the plant biology community to dissect their functions comprehensively.

Here, we generated *Arabidopsis* transgenic lines expressing tagged CLF or SWN under their native promoters, respectively; and performed ChIP‐seq analyses. We also profiled the genome‐wide changes of H3K27me3 and transcriptomes in the *clf*,* swn*, and *clf swn* mutants. These genomics data would greatly facilitate the deciphering of the detailed roles of plant PcG proteins in various developmental processes.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Plant materials and growth conditions

WT and the mutants, *clf‐29* (SALK_021003) and *swn‐4* (SALK_109121) of *Arabidopsis* used in this study were all in the Columbia (Col‐0) background, and have been described previously (Bouveret, Schönrock, Gruissem, & Hennig, 2006; Wang, Tyson, Jackson, & Yadegari, 2006). For all experiments, the seeds were stratified for 3 days at 4°C in darkness before sown on soil or on agar plates containing 4.3 g/L Murashige and Skoog (MS) nutrient mix (Sigma‐Aldrich), 1.5% sucrose (pH 5.75), and 0.8% agar. Plants were grown in the long‐day growth room (16‐hr light/8‐hr dark) at 22°C. Transfer DNA (T‐DNA) insertion mutants were obtained from the *Arabidopsis* Biological Resource Center (ABRC). The homozygous T‐DNA insertion mutants were identified by PCR‐based genotyping. The 2‐week‐old (counted when the seeds were transferred into the growth room after stratification) plants grown on synthetic media under 16‐hr light/8‐hr dark condition were used for all analyses unless otherwise specified. All primers are listed in Supporting Information Table S4.

### 2.2 Plasmid constructs and transgenic plants

Two bacterial artificial chromosome (BAC) clones named F26B6 and T10M13 that harbor the *CLF* and *SWN* locus, respectively, were obtained from ABRC. The BAC plasmids were isolated using QIAGEN Large‐Construct Kit, and then used as the templates to amplify the *CLF* and *SWN* genomic sequence including the promoter/regulatory region. The PCR products were purified using the GenepHlow Gel/PCR Kit, and were then subcloned into the binary vector *pMDC107* between the *Pme*I and *Asc*I sites to obtain *pMDC107‐gCLF* and *pMDC107‐gSWN*. The new constructs were sequenced to confirm that the *CLF* (or *SWN*) and *GFP* coding sequences were in‐frame. The constructs were introduced into *Agrobacterium tumefaciens* strain *GV3101*, which were then used to transform into the *clf‐29* and *swn‐4* plants using the floral dip method (Clough & Bent, 1998), respectively. Homozygous transgenic lines with each homozygous genetic background were selected from T3 generation, in which the functional GFP‐tagged proteins were detected.

### 2.3 Flowering time measurement

WT, mutants, and transgenic plants were grown side by side in soil under the long‐day condition (16‐hr light/8‐hr dark) at 22°C. The number of rosette leaves was counted when the inflorescence stem grew to 1 cm in length. At least 10 plants for each genotype were analyzed and the experiment was repeated three times independently.

### 2.4 Western blot

Two grams of 2‐week‐old seedlings were collected, and nuclei were isolated according to the ChIP protocol (Gendrel, Lippman, Martienssen, & Colot, 2005) but without the tissue fixation step. The nuclear protein was released by dissolving the nuclei preparation in 300 μl of lysis buffer (50 mM Tris‐HCl, 10 mM EDTA, 1% SDS, and 1× protease inhibitors) and then sonicated. The protein solution was centrifuged at 16,000 g for 10 min at 4°C to remove debris. Proteins were resolved on a 4%–20% Mini‐PROTEAN TGX Precast Protein Gel (Bio‐Rad) by electrophoresis and detected by antibody to GFP (Abcam, ab290; 1:20,000 dilution) and histone H4 (Millipore, 07‐108; 1:20,000 dilution). Histone H4 was used as the loading control.

### 2.5 Chromatin immunoprecipitation (ChIP) assay

ChIP experiments were carried out as described (Chen et al., 2017; Gendrel et al., 2005; Li et al., 2016) with minor modifications. For the ChIP with the transgenic plants *clf‐29 pCLF::CLF‐GFP* and *swn‐4 pSWN::SWN‐GFP*, another transgenic line that carries GFP only in WT genetic background (*p35S::GFP*) was used as the negative control. Typically, 5 g of plant materials (2‐week‐old seedlings or 2‐week‐old *clf swn* double mutants) grown on agar plates were harvested, which were then cross‐linked with 1% formaldehyde for 20 min under vacuum and ground into fine powder in liquid nitrogen. The chromatin was isolated and sheared into 200–800 bp fragments by sonication. The sonicated chromatin was incubated with anti‐GFP (ab290, Abcam) or anti‐H3K27me3 (07–449, Millipore) antibodies overnight at 4°C with gentle rotating. Then the MinElute PCR Purification Kit (Cat# 28004, Qiagen) was used to recover the precipitated DNA according to the manufacturer's instruction. The ChIP DNA was used for Illumina single‐end (1 × 50 bp) sequencing or qPCR. ChIP‐qPCR was performed with three biological replicates, and results were generated as percentage of input ‐DNA according to the Champion ChIP‐qPCR user manual (SABioscience). DNA quantity and quality were checked using a Qubit fluorometer (ThermoFisher Scientific).

### 2.6 ChIP‐seq and data analyses

At least 2 ng of each ChIP DNA was used to construct ChIP‐seq library, and two biological replicates for each sample. End repair, adapter ligation and amplification were performed using the Illumina Genomic DNA Sample Prep kit according to the manufacturer's protocol. The HiSeq 2500 platform was used for high‐throughput sequencing of the libraries. Sequence data were analyzed essentially as previously described (Chen et al., 2017; Li et al., 2015, 2016). Briefly, after sequencing, the raw sequence reads were cleaned by removing bases with low quality score and cutting sequencing adapter followed by filtering out short reads. Then the cleaned sequence reads were mapped to the *Arabidopsis* genome (TAIR10) (Lamesch et al., 2012) by Bowtie mapper (Langmead, Trapnell, Pop, & Salzberg, 2009) with default mismatch parameters and retaining only reads that can be mapped uniquely to the genome for further analyses. The number of ChIP‐seq reads for all experiments in this study is listed in Supporting Information Table S5. To identify reads enriched regions (peaks), MACS 1.4 (Zhang et al., 2008) was employed to perform peak calling with default settings. High‐confidence target regions were defined as strict overlap of the MACS peaks from two biological replicates. Then the data were imported to Integrated Genome Browser (IGB) (Nicol, Helt, Blanchard, Raja, & Loraine, 2009) for visualization. Peak analyses were performed using PeakAnalyzer (Salmon‐Divon, Dvinge, Tammoja, & Bertone, 2010). The PeakAnnotator was employed to identify functional elements proximal to peak loci though the Nearest Downstream Gene (NDG) subroutine. The target gene of each peak was defined as the genes closest to a given peak localized around the gene body (from 1 kb upstream of TSSs to TTSs). The gene annotation file was downloaded from the EnsemblPlants homepage ( https://plants.ensembl.org/index.html). The SICER program (window size = 600, gap size = 200, false discovery rate (FDR) ≤ 0.01) (Zang et al., 2009) was used to quantitatively compare the H3K27me3 levels of WT and mutants. Peaks with at least a two‐fold change were kept for further analyses. To identify DNA motifs enriched at CLF‐ and SWN‐bound sites, 300 bp sequence surrounding each peak summit (150 bp upstream and downstream, respectively) was extracted and searched for enriched DNA motifs using the DREME/MEME software suite ( http://meme-suite.org/tools/meme-chip) (Machanick & Bailey, 2011) with default settings. The distribution of MACS peaks was performed by ChIPseek, a web‐based analysis tool ( http://chipseek.cgu.edu.tw) (Chen et al., 2014), with default settings. Briefly, the information of chromosome, start site, and end site for each peak was fed to ChIPseek, based on the annotation file from UCSC tair10 assembly, the location of each peak was further grouped into these categories: promoter‐TSS (1 kb upstream of TSS), intergenic, exon, intron, 5′ UTR, 3′ UTR, and TTS. Heat maps of ChIP‐seq were generated using the computeMatrix and plotHeatmap utilities in deepTools2 (Ramirez et al., 2016). The functional annotation was performed using the online “AgriGo” Gene Ontology (GO) analysis toolkit ( http://bioinfo.cau.edu.cn/agriGO/) with default settings.

### 2.7 RNA extraction

Total RNA was isolated from ~50 mg of 2‐week‐old plants (WT and mutants) using the RNeasy Plant Mini kit (Qiagen) according to supplier's instruction. Total RNA was treated with RNase‐free DNaseI kit (Life Techologies).

### 2.8 RNA‐seq

A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer's recommendations and index codes were added to attribute sequences to each sample. The libraries were sequenced on an Illumina Hiseq 4000 platform and 150 bp paired‐end reads were generated. Three independent biological replicates of each sample were sequenced separately. The raw sequence reads were cleaned by removing bases with low quality score and cutting sequencing adapter followed by filtering out short reads (Supporting Information Table S6). The cleaned reads were mapped to the TAIR10 *Arabidopsis* genome using TopHat v2.0.4 with default settings, except that a minimum intron length of 20 bp and a maximum intron length of 4,000 bp were used. Transcript assembly and calculations to identify differentially expressed genes were carried out by the Cufflinks package (Trapnell et al., 2012). Briefly, the alignment files after running TopHat were provided to Cufflinks to generate a transcriptome assembly for each sample. Then these assemblies were merged together using the Cuffmerge utility. The merged assembly provided a uniform basis for calculating transcript expression in each sample. The reads and the merged assembly were fed to Cuffdiff, where expression levels were calculated and the statistical significance of changes was tested. Genes with at least 1.5‐fold change in expression (FDR = 5%, *p* value < 0.05) were considered to be expressed differentially among these samples in this study.

## 3 RESULTS

### 3.1 Genome‐wide occupancy of CLF and SWN

To profile the genome‐wide targets of CLF, we generated a transgenic line expressing GFP‐tagged CLF (CLF‐GFP) under the control of its own promoter in the *clf‐29* genetic background (*clf‐29 pCLF::CLF‐GFP*). The transgene could fully rescue the phenotypes of the *clf ‐29* mutant (Figure 1a,b). The GFP signal could be observed by confocal microscopy (Figure 1c), and the CLF‐GFP protein could be detected by Western blot (Figure 1d). Then ChIP‐seq was performed with 2‐week‐old transgenic plants. A transgenic line expressing *GFP* only under the tobacco mosaic virus 35S promoter (*p35S::GFP*) was used as the negative control. Two independent biological replicates of ChIP DNAs were sequenced. We observed a good correlation between the two replicates (the Pearson coefficient is 0.89) (Supporting Information Figure S1). A total of 1,041 genomic regions (peaks), corresponding to 1,391 genes, were bound by CLF (Figure 2a; Supporting Information Data S1 and S2). More than half of the CLF binding sites were located in promoter regions and exons, and about 16% of the peaks were in introns (Figure 2b). In general, the CLF binding signals were found to be the strongest at transcription start sites (TSSs), and gradually declined toward transcription termination sites (TTSs) (Figure 2c).

**Figure 1:**
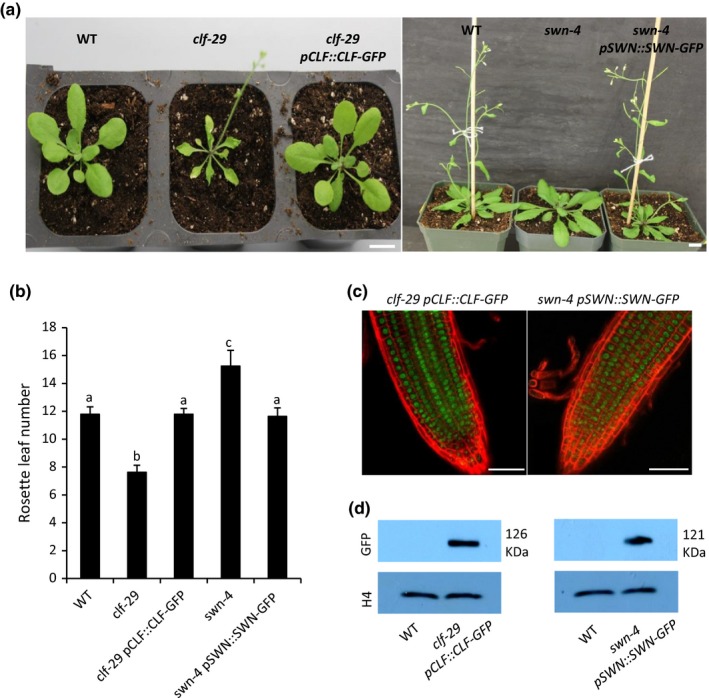
The transgenic lines expressing GFP‐tagged CLF or SWN. (a) Plant photos showing complementation of the *clf‐29* and *swn‐4* flowering phenotypes by the CLF‐ and SWN‐GFP fusion genes driven by their native promoters (*pCLF::CLF‐GFP* and *pSWN::SWN‐GFP*), respectively. Scale bar: 1.0 cm. (b) Rosette leaf number at bolting of plants in different genetic backgrounds at 22°C under long‐day condition. Error bars indicate standard deviation from at least 30 plants. Lowercase letters indicate significant differences between genetic backgrounds, as determined by Post‐hoc Tukey's HSD test. (c) GFP signals detected by confocal microscopy in 4‐day‐old *clf‐29 pCLF::CLF‐GFP* and *swn‐4 pSWN::SWN‐GFP* roots. Scale bar: 50.0 μm. (d) Western blot analysis of nuclear extracts from 2‐week‐old *clf‐29 pCLF::CLF‐GFP* and *swn‐4 pSWN::SWN‐GFP* seedlings. Antibodies used: GFP (anti‐GFP; top) and H4 (anti‐histone H4; bottom). WT: wild type.

**Figure 2:**
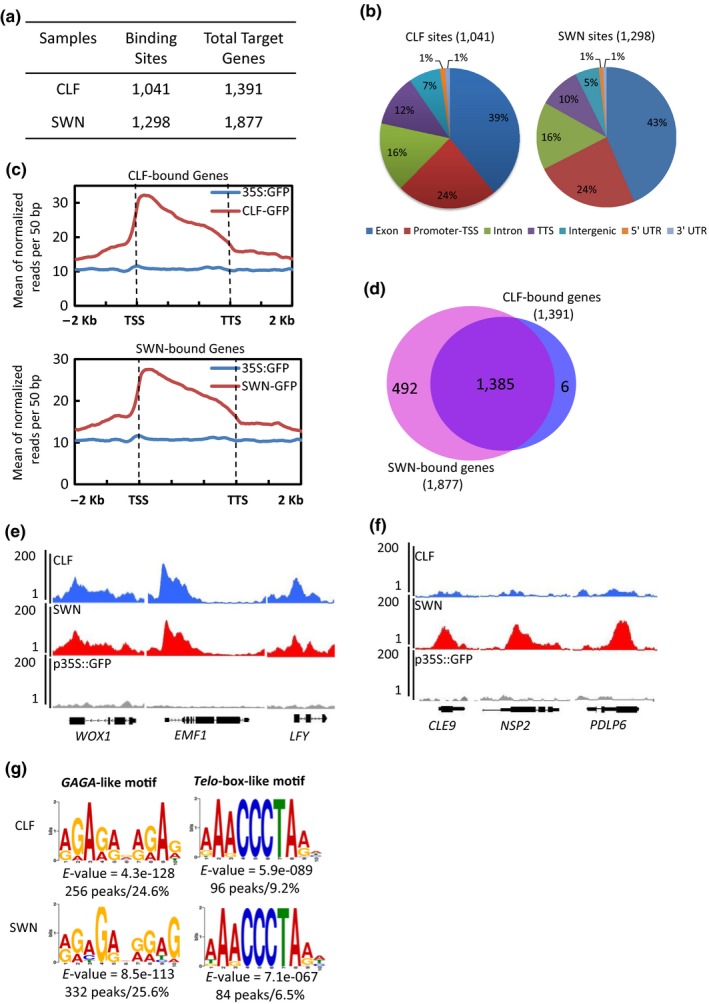
Genome‐wide occupancy of CLF and SWN. (a) Table showing the numbers of CLF and SWN binding sites and target genes. (b) Pie charts showing the distribution of CLF and SWN at annotated genic and intergenic regions in the genome. (c) Mean density of CLF/SWN occupancy at all target genes. Plotting regions were scaled to the same length as follows: 5′ ends (−2 kb to transcription starting site (TSS)) and 3′ ends (transcription stop site (TTS) to downstream 2 kb) were not scaled, and the gene body was scaled to 3 kb. (d) Venn diagram showing the overlap between the genes occupied by CLF and those by SWN. (e, f) ChIP‐seq genome browser views of CLF and SWN co‐occupancy (e) and SWN unique occupancy at selected genes (f). Gene structures are shown underneath each panel. (g) Two motifs enriched in CLF and SWN peaks. The number and percent of peaks containing the motifs are shown.

Similarly, we also generated a SWN‐GFP transgenic line in the *swn‐4* background (*swn‐4 pSWN::SWN‐GFP*) and the transgene could fully rescue the late flowering phenotype of *swn‐4* (Figure 1a,b). We could observe the GFP signal by confocal microscopy (Figure 1c). The SWN‐GFP protein could be detected by Western blot (Figure 1d). Two independent biological ChIP‐seq experiments were carried out using 2‐week‐old *swn‐4 pSWN::SWN‐GFP* seedlings. The two replicates were well correlated with a high Pearson coefficient (0.92) (Supporting Information Figure S1). We found that SWN binds to 1,298 genomic sites, corresponding to 1,877 genes (Figure 2a; Supporting Information Data S1 and S2). About 43% of the SWN binding sites were found in exons, followed by 24% in promoter regions and 16% in introns (Figure 2b). The SWN ChIP‐seq signals were generally enriched at TSSs, and gradually decreased toward TTSs (Figure 2c).

Then we compared the binding profiles of CLF and SWN. The two H3K27 methyltransferases exhibited highly similar chromatin‐associated profiles (Figure 2c; Supporting Information Table S1), which are consistent with previously observed genetic redundancy between the two genes (Chanvivattana et al., 2004; Farrona et al., 2011). Furthermore, we analyzed the distribution of CLF and SWN binding along each of the chromosomes. As shown in Supporting Information Figure S2, CLF and SWN predominantly bind to euchromatic regions. Almost all of the CLF‐bound genes were also bound by SWN (1,385 out of the 1,391 CLF targets); only 6 genes were bound by CLF uniquely, while nearly 500 more genes bound by SWN solely (Figure 2d; Supporting Information Data S2). ChIP signals at some selected loci representing the CLF and SWN co‐targets and SWN unique targets were shown in Figure 2e,f, respectively. The ChIP‐seq results were validated by ChIP‐quantitative PCR (ChIP‐qPCR) analyses on several randomly selected target genes (Supporting Information Figure S3). Furthermore, we also compared our CLF/SWN target genes with FIE target genes by taking advantage of the published datasets (Deng et al., 2013; Xiao et al., 2017). As shown in Supporting Information Figure S4, CLF/SWN and FIE share a large fraction of targets (Supporting Information Data S3).This result is understandable, given the fact that these experiments were carried out with plants of different ages. It might also imply that CLF/SWN and FIE probably have distinct functions, although the *clf swn* double mutants share similar phenotypes with the *fie* mutants (Bouyer et al., 2011; Chanvivattana et al., 2004). In mammals, similarly, a partial overlap between the occupancy of H3K27 methyltransferases EZH1 and EED has been reported recently (Bodega et al., 2017).

### 3.2 Identification of two DNA motifs from CLF and SWN binding sites

To examine whether any particular DNA motifs are enriched in the identified CLF and SWN binding regions, stringent motif searches were performed and two DNA motifs were identified for both CLF and SWN, a *GAGA*‐like motif and a *Telo*‐box‐like motif (Figure 2g; Supporting Information Table S2). The *GAGA*‐like is the most enriched motif (24.6% of CLF peaks; 25.6% of SWN peaks) with a high significance (*E*‐value ≤8.5e−113). In *Drosophila*, there are many PcG response elements (PREs) including GA‐repeats that are recognized by GAGA factors (GAFs) (Farkas et al., 1994; Hodgson, Argiropoulos, & Brock, 2001; Katsani, Hajibagheri, & Verrijzer, 1999). The *Telo*‐box motif is a short sequence identical to plant telomere‐repeat units (AAACCCTA)n, which was originally observed in the 5′ flanking regions of genes encoding ribosomal proteins and the translation elongation factor EF1α (Gaspin, Rami, & Lescure, 2010). Although not highly enriched in the CLF and SWN peaks (9.2% of CLF peaks; 6.5% of SWN peaks), this motif was discovered with a high significance (*E*‐value ≤7.1e−067). The *Telo*‐box motif has been shown very recently to be recognized by the telomere‐repeat factors (TRBs) which then recruit CLF/SWN through direct physical interaction with CLF/SWN (Zhou et al., 2018). Of note, the two motifs were also previously identified in the genomic binding regions of other PcG proteins, FIE and LHP1 (Deng et al., 2013; Molitor et al., 2016; Xiao et al., 2017; Zhou, Hartwig, James, Schneeberger, & Turck, 2016).

### 3.3 Functions of CLF and SWN target genes in plant growth and development

To reveal the potential functions of CLF and SWN target genes, we performed a Gene Ontology (GO) analysis and found that CLF and SWN preferentially bind to genes involved in developmental pathways and abiotic and biotic stress responses (Figure 3a; Supporting Information Data S4). Particularly, genes encoding members of several transcription factor (TF) families that are involved in developmental processes and stress responses are markedly overrepresented in the CLF and SWN co‐targets, such as the Homeobox, WRKY, and MADS families (Figure 3b; Supporting Information Table S3). In contrast, the SWN unique targets are enriched in those involved in lipid localization/storage, cell wall modification, and post‐embryonic development (Figure 3c; Supporting Information Data S4).

**Figure 3:**
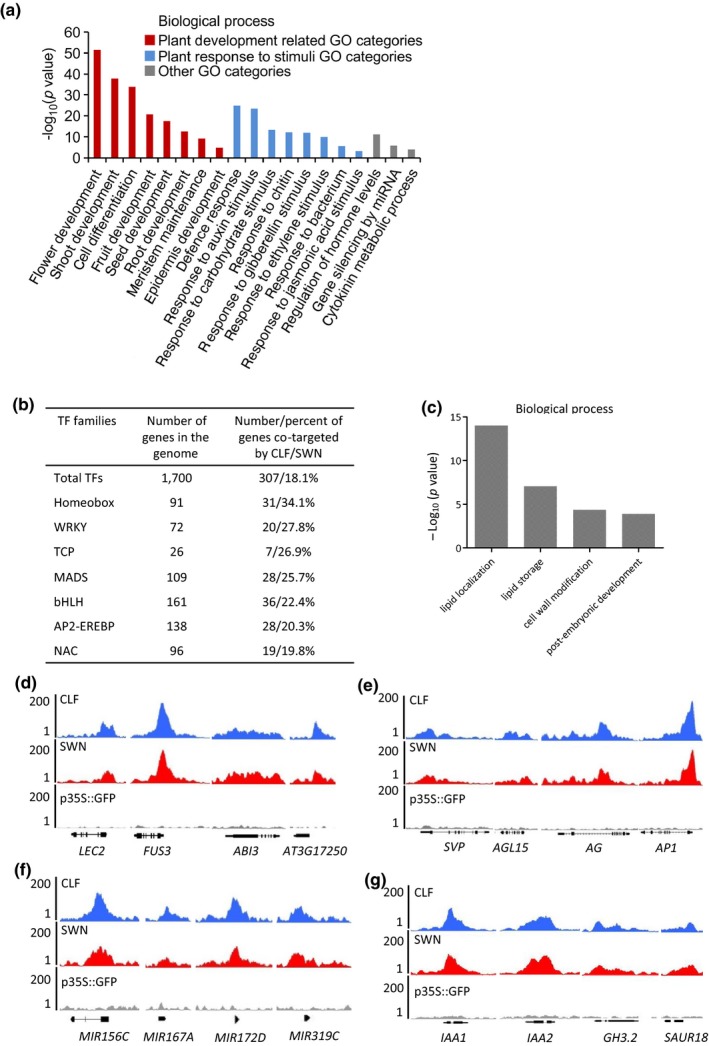
Functional categorization of CLF and SWN target genes. (a) Gene Ontology (GO) analysis of CLF and SWN co‐target genes. (b) Table showing the transcription factor gene families that are co‐targeted by CLF and SWN. The transcription factor gene families can be found at the *Arabidopsis* genome resources website ( http://arabidopsis.med.ohio-state.edu/AtTFDB/). (c) GO analysis of the SWN unique target genes. (d‐g) ChIP‐seq genome browser views of CLF and SWN occupancy at selected loci; *p35S::GFP* transgenic plants as the negative control. Gene structures are shown underneath each panel.

Shown in Figure 3d‐g are ChIP‐seq signals at selected gene loci that play important roles in several growth and developmental processes. The major seed regulatory genes including *LEAFY COTYLEDON2* (*LEC2*), *FUSCA3* (*FUS3*), and *ABSCISIC ACID INSENSITIVE3* (*ABI3*) (Tang et al., 2008; Tang, Bian, et al., 2012; Tang, Lim, et al., 2012; To et al., 2006) and seed maturation genes, such as *AT3G17520* which belongs to the late embryogenesis abundant protein (LEA) family (Lin, Pajak, Marsolais, McCourt, & Riggs, 2013) were co‐bound by CLF and SWN (Figure 3d). These findings suggest that CLF and SWN may be involved in the repression of the seed maturation program at seedling stage by directly targeting to the key maturation genes. CLF/SWN binds to several major floral transition genes including *SHORT VEGETATIVE PHASE* (*SVP*) and *AGAMOUS‐LIKE 15* (*AGL15*), which belong to type II MADS box gene family (Chiang, Barua, Kramer, Amasino, & Donohue, 2009; Harding, Tang, Nichols, Fernandez, & Perry, 2003; Hartmann et al., 2000; Li et al., 2015; Michaels et al., 2003; Smaczniak, Immink, Angenent, & Kaufmann, 2012), and flower organ identity genes like *AGAMOUS* (*AG*) and *APETALA1* (*AP1*) (Figure 3e), indicating that CLF and SWN play an important role in silencing the flower development program during vegetative growth. It is well documented that the antagonistic activities of microRNAs *miR156* and *miR172* coordinate the juvenile‐to‐adult leaf transition; *miR319* represses the onset of senescence by targeting the *TEOSINTE BRANCHED1*,* CYCLOIDEA*, and *PCF* (*TCP*) transcription factors; and *miR167* is involved in the regulation of auxin homeostasis and adventitious rooting (Chen, 2004; Rubio‐Somoza & Weigel, 2011; Schommer et al., 2008; Wu et al., 2009). The gene loci encoding these microRNAs are all co‐targets of CLF and SWN (Figure 3f). Plant hormones such as auxin mediate many growth and developmental processes (Bari & Jones, 2009). We noticed that CLF and SWN bind to genes that are involved in hormonal signaling pathways, for example, genes that encode key players in auxin signaling pathways, the *Aux/IAA* transcriptional repressors, *GH3* family, and *SMALL AUXIN UPREGULATED RNA* (*SAUR*) family (Woodward & Bartel, 2005) (Figure 3g).

### 3.4 Genome‐wide profiling of H3K27me3 in *clf‐29*,* swn‐4*, and *clf‐29 swn‐4*

To further examine the functional redundancy between CLF and SWN in *Arabidopsis* seedlings, the genome‐wide distributions of H3K27me3 in WT, *clf‐29*,* swn‐4*, and *clf‐29 swn‐4* were examined. In WT, we were able to identify 6,854 genes marked by H3K27me3 (Supporting Information Data S5 and S6), which largely overlap with previously published genome‐wide profiles (Supporting Information Figure S5a) (Li et al., 2015; Wang et al., 2016). By analysing the distribution pattern of H3K27me3 peaks over annotated genomic features, we found that the marker has an even distribution from TSSs to TTSs (Figure 4a). Nearly 63% of the peaks were localized in genic regions (Supporting Information Figure S5b). The peaks of H3K27me3 and CLF/SWN are very similar in terms of their width range and are generally much broader than those of REF6, a DNA binding factor that shows typical narrow binding peaks (Figure 4b) (Li et al., 2016).

**Figure 4:**
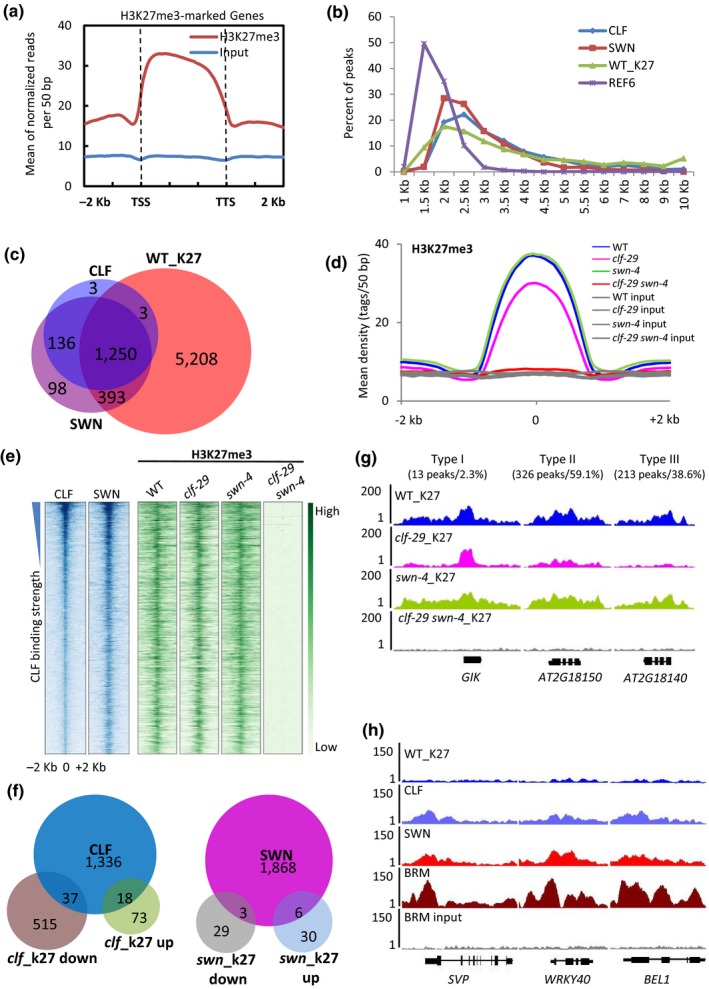
Genome‐wide profiling of H3K27me3 in *clf‐29*,* swn‐4*, and *clf‐29 swn‐4*. (a) Mean density of H3K27me3 occupancy at all target genes in WT. Plotting regions were scaled to the same length as follows: 5′ ends (−2 kb to transcription starting site (TSS)) and 3′ ends (transcription stop site (TTS) to downstream 2 kb) were not scaled, and the gene body was scaled to 3 kb. (b) The width ranges for CLF, SWN, and WT_K27 (WT_H3K27me3) peaks. The *x* axis shows the width of peaks within the ranges (e.g. 1 kb: width <1 kb; 1.5 kb: 1 kb ≤ width ≤ 1.5 kb). The *y* axis represents the percent of peaks in each range. The REF6 peaks were used as representative “narrow peaks” (Li et al., 2016). (c) Venn diagram showing the overlap among the genes marked with H3K27me3 in WT (WT_K27) and those occupied by CLF or SWN. (d) Mean density of H3K27me3 levels in WT,* clf‐29*,* swn‐4*, and *clf‐29 swn‐4*. Inputs from all backgrounds are shown in gray. The average signal within 2 kb genomic regions flanking the center of the H3K27me3 peaks in WT is shown. (e) Heat maps representing the co‐occupancy of CLF and SWN in the genome (blue, left), and the H3K27me3 levels in WT,* clf‐29*,* swn‐4*, and *clf‐29 swn‐4* (green, right). Each horizontal line represents a CLF/SWN binding peak or H3K27me3 peak. Columns show the genomic region surrounding each peak summit. Signal intensities are indicated by the shade of blue or green. (f) Venn diagrams showing the overlaps between the genes occupied by CLF and the genes with decreased (*clf*_K27 down) and increased H3K27me3 levels (*clf*_K27 up) in *clf‐29* (left); and between the genes occupied by SWN and the genes with decreased (*swn*_K27 down) and increased H3K27me3 levels (*swn*_K27 up) in *swn‐4* (right). (g) ChIP‐seq signals at representative genomic loci showing three distinct types of H3K27me3 reduction pattern in *clf‐29* compared to WT. Gene structures are shown underneath the panel. (h) ChIP‐seq genome browser views of selected genes showing the distribution of H3K27me3 in WT (WT_K27), and the occupancy of CLF, SWN, and BRM (Li et al., 2016). BRM ChIP‐seq input signals at these genes are also shown as the negative control. Gene structures are shown underneath the panel. WT: wild type.

When comparing occupancy profile of H3K27me3 with that of CLF/SWN, it is obvious that the vast majority of the CLF and SWN binding genes were marked by H3K27me3 (1,253 out of 1,391 for CLF; 1,643 out of 1,877 for SWN) (Figure 4c; Supporting Information Data S6), consistent with the notion that both enzymes directly bind to their target loci to deposit H3K27me3. To our surprise, three quarters of the H3K27me3‐marked genes were not occupied by either CLF or SWN in WT seedlings (Figure 4c). The global level of H3K27me3 in *clf‐29* was significantly lower than that in WT, while in *swn‐4*, it was almost identical to that in WT (Figure 4d). In the *clf‐29 swn‐4* double mutant, nearly no H3K27me3 could be detected (Figure 4d,e), which is consistent with previous reports (Lafos et al., 2011; Zhou, Romero‐Campero, Gómez‐Zambrano, Turck, & Calonje, 2017). To eliminate the possibility that the loss of H3K27me3 was due to the change of nucleosome distribution, we checked the H3 distribution in the *clf‐29 swn‐4* double mutant. The H3 distribution levels in *clf‐29 swn‐4* were very similar to those in WT, with slight reduction at some loci examined (Supporting Information Figure S6). Taken together, these results suggest that CLF and SWN are probably the only enzymes that catalyze H3K27me3 at this developmental stage.

Comparing the H3K27me3 levels in *clf‐29* and WT, we identified 552 genes at which the levels of H3K27me3 were reduced at least two‐fold in *clf‐29*, and 91 genes that showed at least two‐fold increase (Supporting Information Data S7). However, only 37 out of the 552 genes were CLF direct targets (Figure 4f). In *swn‐4*, the changes of H3K27me3 level were only detected at 68 genes (32 increase and 36 decrease; two‐fold cut off) (Figure 4f; Supporting Information Data S7), which were consistent with the findings shown in Figure 4d that the global level of H3K27me3 in *swn‐4* seemed to be unchanged relative to that of WT. After close examination of the regions with reduced H3K27me3 in *clf‐29*, we identified three types of reduction pattern (Figure 4g). In type I, loss of *CLF* had only weak or no effect on the H3K27me3 peak summit, but caused drastic reduction of H3K27me3 in flanking regions (type I, Figure 4g). The remaining H3K27me3 signals at the summit completely disappeared in the *clf‐29 swn‐4* double mutant, as shown in the ChIP‐seq described as above and confirmed by ChIP‐qPCR (Supporting Information Figure S7). In type II, a partial reduction of H3K27me3 across the entire H3K27me3‐marked region was observed in *clf‐29*, and the remaining signal was completely abolished in the *clf‐29 swn‐4* double mutant (Supporting Information Figure S7). In type III, we saw almost complete loss of H3K27me3 in *clf‐29* (Supporting Information Figure S7), suggesting a non‐redundant role of CLF in catalyzing H3K27me3 at these genes.

Noticeably, there is a small group of genes that are CLF/SWN targets, but showed no or very low levels of H3K27me3 (Figure 4h). This is reminiscent of our previous findings at some genomic loci such as the floral repressor locus *SVP* (Li et al., 2015). In that work we demonstrated that the chromatin remodeler BRM could promote gene expression by limiting the deposition of H3K27me3 through suppressing the recruitment and/or the activity of CLF/SWN. Therefore, to find out whether the lack of H3K27me3 deposition is due to the presence of BRM, we checked the BRM occupancy at those CLF/SWN targets (Archacki et al., 2017; Li et al., 2016). Indeed, we saw nearly half of these genes (63 out of 136) were bound by BRM as well (Supporting Information Data S8). ChIP‐seq signals showing the H3K27me3 levels and the occupancy of CLF, SWN, and BRM at several representative loci are presented in Figure 4h.

### 3.5 Transcriptome profiling in *clf‐29, swn‐4,* and *clf‐29 swn‐4*

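RNA was taken from Columbia (Col-0) WT plants, the T-DNA insertion mutants clf-29 and swn-4, which carry insertions in the H3K27 methyltransferase genes CLF and SWN, and the clf-29 swn-4 double mutant. There were 3 libraries per genotype and 12 in all. The methods give the age of the plants as 2 weeks, and the labels of the libraries give 10 days. The methods name the same library kit for all RNA libraries. The labels give the Illumina Genomic DNA Sample Prep kit for WT, clf-29, and swn-4 and another kit for clf-29 swn-4. The methods name that Illumina kit for the ChIP-seq libraries, so whether the RNA kits differed is not known. If they did, the kit and the double mutant genotype were not separated. Table S6 lists the aligned read pairs of each library. They ranged from 15649123 to 21545227 in WT (median 19878956), from 16798857 to 20009345 in clf-29 (median 18143120), from 16637370 to 22779345 in swn-4 (median 21191193), and from 21205347 to 23818219 in clf-29 swn-4 (median 21859458). The authors aligned the reads to TAIR10 with TopHat, assembled them with Cufflinks and Cuffmerge, and compared the genotypes with Cuffdiff. Their tables give FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) as 1 value per gene and genotype, pooled over the 3 libraries. The spread between libraries was therefore known only through the p and q values of Cuffdiff and, for the single mutants, through the confidence intervals of the FPKM. The run with all 4 genotypes, which covers 33201 genes and 6 comparisons, was used throughout, and the runs of WT with 1 mutant at a time served as an alternative. A gene was called higher or lower where Cuffdiff tested it (status OK), its q was under 0.05, and its change was at least 1.5-fold, as in the methods. The targeted genes were examined first. CLF (AT2G23380, chromosome 2, 9955553 to 9960359, forward strand, TAIR10) had an authors' FPKM of 7.89 in WT, 0.00824 in clf-29, 8.27 in swn-4, and 0.388 in clf-29 swn-4. The value in clf-29 was 0.104% of that in WT, but its q in the authors' deposited table was 0.398, so the loss was not called. In the run of WT and clf-29 alone, the confidence intervals of Cuffdiff did not overlap. They were 5.89 to 9.20 FPKM in WT and 0 to 0.0469 FPKM in clf-29. In clf-29 swn-4 the q of CLF was 0.000205 in the authors' deposited table. SWN (AT4G02020, chromosome 4, 886600 to 891955, forward strand) had an authors' FPKM of 17.4 in WT, 16.7 in clf-29, 4.94 in swn-4, and 3.85 in clf-29 swn-4. Transcript of SWN thus remained in swn-4 at 28.4% and in clf-29 swn-4 at 22.1% of the WT value. Its q was 0.000205 in both of these comparisons in the authors' deposited table.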

To further understand the action of CLF and SWN, we performed RNA‐seq experiments to profile transcriptome changes in the *clf‐29*,* swn‐4*, and *clf‐29 swn‐4* mutants and compared to those in WT. 

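Of 20258 genes tested between clf-29 and WT, 621 were higher and 457 were lower in clf-29 by the q and fold change of the authors' deposited table. The median change, computed from the FPKM, was 1.95-fold among the higher genes and 1.77-fold among the lower genes. A change of at least 10-fold was found for 40 of the higher and 16 of the lower genes of the authors' deposited table. These include 14 higher genes listed at 0 in WT and 11 lower genes listed at 0 in clf-29. The fold minimum moved these numbers most, since without it the authors' deposited table gave 1099 higher and 1456 lower genes. The median log2 ratio of expressed genes in clf-29 was -0.09. With the fold changes centred on this median, 747 genes were higher and 353 lower by the q of the authors' deposited table, which raised the share of higher genes from 57.6% to 67.9%. Among called genes with at least 1 FPKM in both genotypes, the largest rises were those of SWEET10 (AT5G50790, chromosome 5, 20656253 to 20658001, reverse strand), from an authors' FPKM of 1.49 in WT to 47.2 in clf-29 (log2 ratio 4.99), and SEP3 (AT1G24260, chromosome 1, 8593637 to 8596105, reverse strand), from 12.1 to 221 (log2 ratio 4.19), followed by FT. The largest falls were those of QQS (AT3G30720, chromosome 3, 12349047 to 12349832, forward strand), from 40.6 to 1.73 (log2 ratio -4.55), MRD1 (AT1G53480), from 40.7 to 2.82 (log2 ratio -3.85), and AT2G47880, from 53.9 to 9.34 (log2 ratio -2.53). Each of these genes had a q of 0.000205 in the authors' deposited table. MRD1 shares 98.4% and AT2G47880 shares 34.1% of its 20-base words with other genes, so their values are uncertain. The confidence intervals that Cuffdiff gave in the run of WT and clf-29 alone did not overlap for QQS, with 29.4 to 48.2 FPKM in WT and 0.678 to 3.51 FPKM in clf-29.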

In *clf‐29*, we found that 591 genes were transcriptionally up‐regulated compared to WT, whereas the expression of 426 genes was down‐regulated (Figure 5a; Supporting Information Data S9), by at least 1.5‐fold (absolute fold change [FC] ≥ 1.5) at a false discovery rate (FDR) <0.05. In *swn‐4*, a total of 374 genes showed increased expression and 266 genes showed decreased expression compared to WT (Figure 5a; Supporting Information Data S9). 

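In the authors' deposited table, 402 genes were higher and 248 were lower in swn-4 than in WT, of 20236 genes tested. The median change from the FPKM was 1.72-fold for the higher and 1.95-fold for the lower genes. With a minimum of 2-fold, 109 higher and 114 lower genes were left in the authors' deposited table, so that the higher genes no longer outnumbered the lower ones. A change of at least 10-fold was found for 5 higher and 8 lower genes of the authors' deposited table. The largest rises among genes with at least 1 FPKM in both genotypes were those of AT4G39366 and AT4G39364, adjacent loci on chromosome 4 (18305585 to 18305704 and 18305415 to 18305536). Their authors' FPKM went from 7342 to 46038 (log2 ratio 2.65) and from 13852 to 49168 (log2 ratio 1.83). These loci span only 120 and 122 bp and share 52.5% and 51.5% of their 20-base words with other genes, so both values are uncertain. AT2G41480 (chromosome 2, 17296812 to 17298731, reverse strand) rose from 1.7 to 5.83 FPKM (log2 ratio 1.77). The largest falls were those of PR1 (AT2G14610, chromosome 2, 6241704 to 6242463, reverse strand), from 55.9 to 3.98 FPKM (log2 ratio -3.81), LCR67 (AT1G75830), from 21.7 to 1.91 FPKM (log2 ratio -3.51), and QQS, which reached 5.88 FPKM in swn-4 (log2 ratio -2.79). PR1 was higher than in WT in clf-29, at an authors' FPKM of 93.0, and differed between the single mutants by a log2 ratio of -4.55 (q = 0.000205 in the authors' deposited table).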

Overall, fewer genes showing altered expression were detected in *swn‐4* compared to those in *clf‐29*, which may explain why the *swn‐4* mutants display less severe morphological defects compared to the *clf‐29* mutants. 

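In total, the authors' deposited table held 1078 called genes in clf-29 and 650 in swn-4. Counting only genes with at least 1 FPKM in both genotypes of the comparison, the totals from the authors' deposited table were 821 and 484. The standard deviation of the log2 ratios to WT across genes with at least 1 FPKM in both was 0.33 in clf-29 and 0.26 in swn-4. Whether the totals differ by more than the libraries of 1 genotype do could not be tested, because the tables give no value per library. The log2 ratios of clf-29 and swn-4 to WT were nearly unrelated across 19992 genes (Spearman 0.05; genes are not independent replicates). Values for unchanged genotypes compared with the same WT libraries, simulated 200 times from the confidence intervals of Cuffdiff, gave a Spearman correlation of 0.47 across 12772 genes. The observed value was 0.03 over the 12757 of these genes that were tested in both mutants, so the simulation does not describe these data. Of the genes called in both mutants, 38 were higher in both, 22 were lower in both, 71 were higher in clf-29 and lower in swn-4, and 33 were lower in clf-29 and higher in swn-4. Compared directly with clf-29, 1112 genes were higher and 939 lower in swn-4 in the authors' deposited table.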

In *clf‐29 swn‐4*, more than 10,000 genes (6,058 up‐regulated; 4,601 down‐regulated) showed differential expression compared to WT (Figure 5a; Supporting Information Data S9). 

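In the authors' deposited table, 6207 genes were higher and 4644 lower in clf-29 swn-4 than in WT, of 21156 genes tested. The median change from the FPKM was 2.24-fold among the higher and 2.94-fold among the lower genes. In the run of WT and clf-29 swn-4 alone, the authors' deposited table gave 6279 and 4760 genes, and 10764 of the 10851 genes of the run with all genotypes were called the same way in both. The standard deviation of the log2 ratios across genes with at least 1 FPKM in both genotypes was 1.34, and the median log2 ratio of these genes was 0.17. The largest rises among genes with at least 1 FPKM in both were those of LEA18 (AT2G35300, chromosome 2, 14862901 to 14863387, reverse strand), from an authors' FPKM of 1.03 to 5533 (log2 ratio 12.40), ICL (AT3G21720, chromosome 3, 7652487 to 7656011, reverse strand), from 1.83 to 2724 (log2 ratio 10.54), and AT3G01570, from 1.78 to 1746 (log2 ratio 9.94). The largest falls were those of AT1G22690, from 643 to 1.09 (log2 ratio -9.21), AT3G62550, from 534 to 1.41 (log2 ratio -8.56), and ECS1 (AT1G31580), from 877 to 2.86 (log2 ratio -8.26).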

In the WT plants, it is clear that the global expression levels of all the H3K27me3‐marked genes and CLF‐/SWN‐bound genes were lower than the rest of genes in the genome (Supporting Information Figure S8). This observation is expected given the recognized role of PRC2 in repressing gene expression (Wang et al., 2016).

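The median authors' FPKM in WT was 1.06 for 1374 CLF-bound genes (upper quartile 6.86) and 1.23 for 1852 SWN-bound genes (upper quartile 7.86), against 3.04 for 31343 genes bound by neither protein. An FPKM of at least 1 was reached by 50.7% of the CLF-bound, 52.4% of the SWN-bound, and 57.3% of the other genes. Genes are not replicates, so the lists were compared with 10000 random lists of as many genes. The medians of 95% of these lists lay between 2.17 and 3.97 FPKM for the size of the CLF-bound list and between 2.28 and 3.81 FPKM for that of the SWN-bound list, and both observed medians lay below. Leaving out genes under 1 FPKM moved the medians most, to 6.79 FPKM for CLF-bound, 7.29 FPKM for SWN-bound, and 14.9 FPKM for the other genes. Among genes bound by both proteins, the 1235 marked by H3K27me3 in WT (Data S6) had a median of 0.706 FPKM, and the 133 without the mark had a median of 9.04 FPKM. The full list of H3K27me3-marked genes, of which 1999 genes were at hand, was not analysed here.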

**Figure 5:**
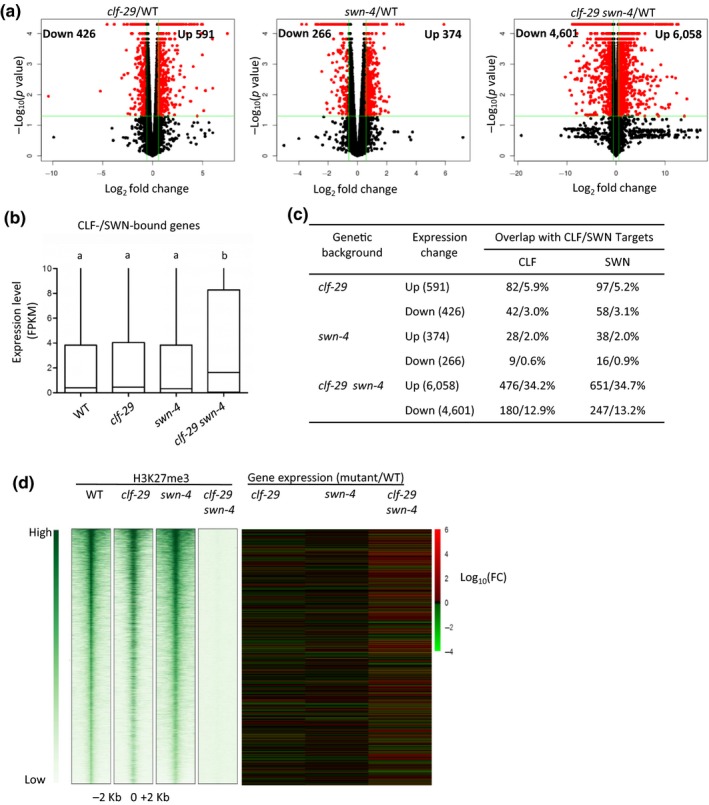
Transcriptome profiling of *clf‐29*,* swn‐4*, and *clf‐29 swn‐4*. (a) Volcano plots displaying significantly up‐regulated and down‐regulated genes in *clf‐29*,* swn‐4*, and *clf‐29 swn‐4* compared to WT (red dots, *p *<* *0.05, fold change > 1.5), respectively. The *x* axis represents the Log2 value of fragments per kilobase per million (FPKM) mapped reads in each mutant/WT, and the *y* axis is the −Log10 of the *p* value for the significance of differential expression. (b) Box plots representing the average expression level (FPKM) of CLF and SWN co‐targets in *clf‐29*,* swn‐4*, and *clf‐29 swn‐4*. Lowercase letters indicate significant differences between genetic backgrounds, one‐way ANOVA. (c) Table showing the percent of overlaps for genes bound by CLF/SWN with differential expression in *clf‐29*,* swn‐4*, and *clf‐29 swn‐4* compared to these in WT. (d) Heat maps illustrating the ChIP‐seq density in WT and mutants (*clf‐29*,* swn‐4*, and *clf‐29 swn‐4*), ranked by H3K27me3 read intensity within ±2 kb of peak summits in WT (green, left), and the RNA‐seq intensity for the H3K27me3‐marked loci in WT with the same order. Each horizontal line represents an H3K27me3 peak. Columns show the genomic region surrounding each peak summit. Signal intensities are indicated by the shade of green. The expression intensity is measured by Log10 (FC), FC = fold change (mutant vs. WT FPKM). WT: wild type.

Next, we compared the binding profile of CLF/SWN with the transcriptome data. 

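Data S2 lists 1386 genes bound by both CLF and SWN, of which 1368 have a row in the authors' table. Their median authors' FPKM was 1.06 in WT, 1.11 in clf-29, 1.14 in swn-4, and 3.02 in clf-29 swn-4, with upper quartiles of 6.83, 6.97, 6.93, and 11.6 FPKM. In WT 344 of these genes were listed at 0, and in clf-29 swn-4 215 were. Genes bound by neither protein had a median of 2.90 FPKM in clf-29, 3.10 FPKM in swn-4, and 3.41 FPKM in clf-29 swn-4. Gene by gene, the median log2((mutant FPKM + 1)/(WT FPKM + 1)), a scale that understates changes of low genes, was 0 in clf-29, 0 in swn-4, and 0.21 in clf-29 swn-4. In 10000 random lists of genes of neither list matched on mean FPKM (20 bins), 95% of the medians for clf-29 swn-4 lay between 0 and 0.03, and none was as high as the observed value. For clf-29 the observed median was at percentile 94.1 of the random lists, and thus not outside their central 95%. Over genes with at least 1 FPKM in any genotype, which moved the value for clf-29 swn-4 most, the median became 0.69, against a median of 0.21 in the random lists. There the medians of the single mutants also lay outside the random lists, at 0 in clf-29 (random lists -0.07) and 0.02 in swn-4 (random lists 0).

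**Figure D1:**
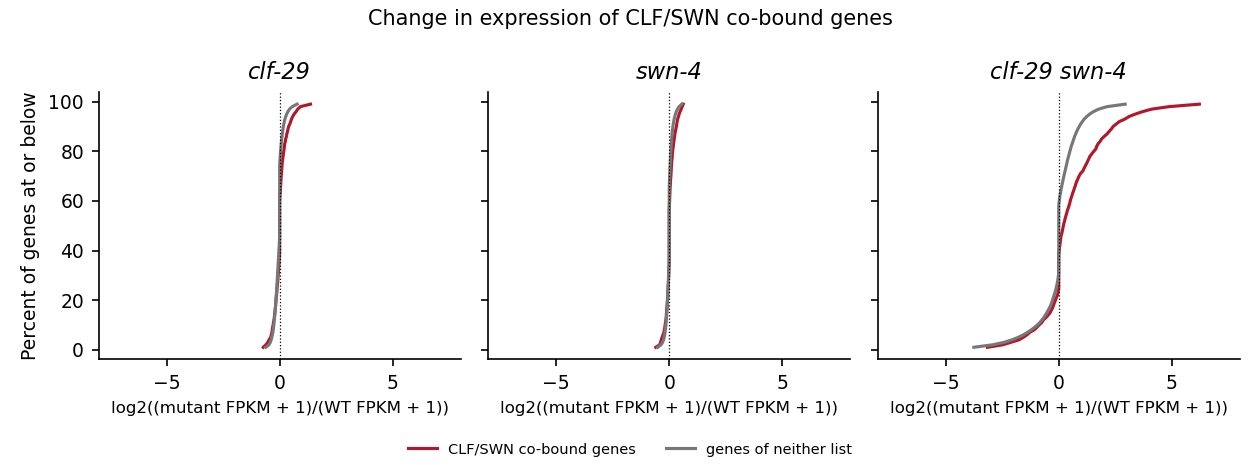
Distribution of the change of genes bound by both CLF and SWN (red) and of genes bound by neither (grey) in each mutant. The horizontal axis is log2((mutant FPKM + 1)/(WT FPKM + 1)), the vertical axis is the percent of genes at or below that value, and the curves run from the lowest to the highest percentile of whole number. The red curve lies to the right of the grey curve over its upper part in clf-29 swn-4, where the median of the co-bound genes is 0.21.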

Generally, the expression of those genes bound by CLF/SWN is similar between the *clf‐29* and *swn‐4* single mutants and WT, but showing significant up‐regulation in the *clf‐29 swn‐4* double mutant (Figure 5b), indicating that *CLF* and *SWN* play partially redundant roles at these loci. Furthermore, nearly one‐third of the CLF/SWN target genes showed up‐regulation in *clf‐29 swn‐4* (Figure 5c). 

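Of 1392 CLF-bound genes, 485 (34.8%) were called higher in clf-29 swn-4, and of 1877 SWN-bound genes, 657 (35.0%) were. Among tested genes, the shares were 49.3% of 983 CLF-bound genes against 28.4% of genes not bound by CLF (odds ratio 2.46, adjusted p = 1.00e-40, two-sided Fisher's exact test, Benjamini-Hochberg over 12 tests), and 48.7% of 1349 SWN-bound genes against 28.0% (odds ratio 2.44, adjusted p = 6.11e-53, Fisher's exact test). Random lists of tested genes with the same FPKM distribution held on average 309 higher genes for the CLF-bound list (282 to 336 in 95% of lists) and 415 for the SWN-bound list (384 to 446). Genes lower in clf-29 swn-4 made up 18.2% of the tested CLF-bound genes and 22.1% of the others (odds ratio 0.783, adjusted p = 0.00379, Fisher's exact test). Against the matched lists, the number of lower genes was 0.979 times the mean, so this depletion was not seen at equal expression. In clf-29, 85 of 810 tested CLF-bound genes were higher, 10.5% against 2.76% of the others (odds ratio 4.14, adjusted p = 4.79e-23, Fisher's exact test), and 43 were lower, 5.31% against 2.13% (odds ratio 2.58, adjusted p = 3.03e-07, Fisher's exact test). In swn-4, 70 of 1120 tested SWN-bound genes were higher (odds ratio 3.77, adjusted p = 1.95e-17, Fisher's exact test) and 29 were lower (odds ratio 2.29, adjusted p = 0.000172, Fisher's exact test). The paper reasons from the similar levels of co-bound genes in the single mutants and their rise in the double mutant that the roles of CLF and SWN are partially redundant at these loci.

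**Figure D2:**
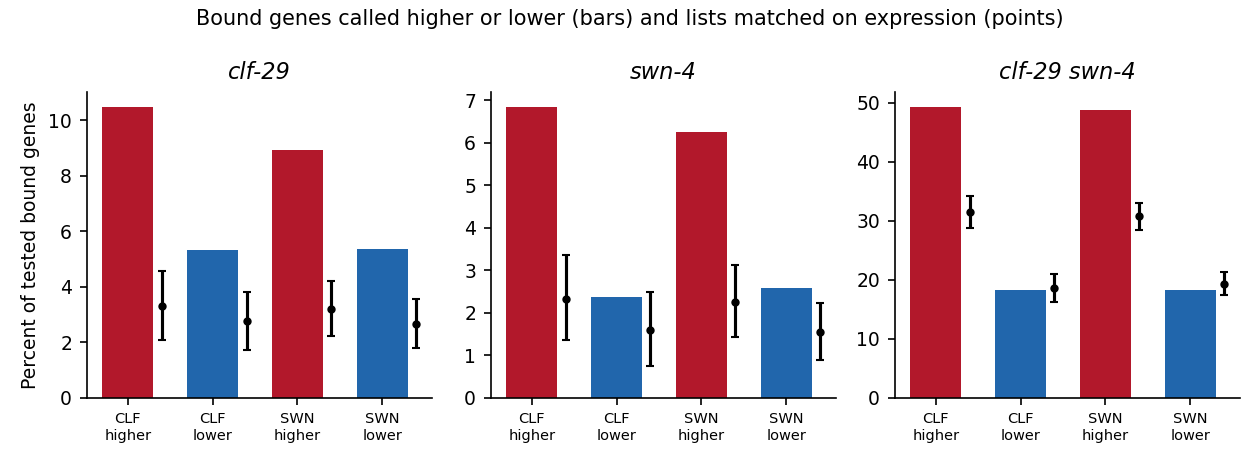
Percent of tested CLF-bound and SWN-bound genes called higher or lower in each mutant. Bars are the observed percent, points are the mean of 10000 random lists of genes matched on FPKM, and the lines through the points cover 95% of the lists. In clf-29 swn-4 the bars for higher genes, at 49.3% and 48.7%, stand above the random lists.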

To examine the biological functions of CLF/SWN targets that were up‐regulated in the double mutant, GO analysis was performed. The up‐regulated genes were functionally enriched in biosynthetic process, developmental process, and response to stimulus (Supporting Information Figure S9; Data S10). We also examined whether there is a correlation between the loss of H3K27me3 and the expression levels of transcripts in the *clf swn* double mutants. As shown in Figure 5d, we observed up‐regulation of many genes in *clf‐29 swn‐4*, particularly those that were heavily marked by H3K27me3 in WT plants, but overall there was no clear correlation between the loss of H3K27me3 and the expression levels in *clf‐29 swn‐4*.

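Genes bound by both CLF and SWN were split by whether Data S6 lists them with H3K27me3 in WT. Of 861 tested genes with the mark, 449 (52.1%) were higher in clf-29 swn-4, against 35 of 119 (29.4%) without it (odds ratio 2.62, p = 3.38e-06, two-sided Fisher's exact test). The opposite held for lower genes, with 142 (16.5%) of the marked and 35 (29.4%) of the unmarked genes (odds ratio 0.474, p = 0.00132, Fisher's exact test). The median log2((FPKM + 1) ratio) was 0.22 in marked genes, against at most 0.02 in 95% of random lists matched on FPKM, and 0 in unmarked genes, within the 0 to 0.23 of their random lists. The level of H3K27me3 per gene was not analysed here, so no correlation between its loss and expression was computed.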

## 4 DISCUSSION

Epigenetic regulation of gene expression through histone modifications is fundamental for plant growth and development. In particular, the repressive histone modification H3K27me3 marks a large fraction of the *Arabidopsis* genome dynamically and plays critical roles in plant development (Derkacheva & Hennig, 2014; Gan, Xu, & Ito, 2015; Li et al., 2015; Wiles & Selker, 2017; Zhang et al., 2007). However, the global binding profiles of the two major H3K27me3 methyltransferases, CLF and SWN, have not been determined and compared. Thus, our CLF and SWN ChIP‐seq data, together with the H3K27me3 ChIP‐seq and the transcriptome data will be valuable resources for the plant epigenetics research community. Further, the *CLF‐* and *SWN‐GFP* fusion transgenic lines (driven by their corresponding native promoters) could be used to study the function of PcG proteins in many other developmental processes and stress response pathways in *Arabidopsis*.

In the following, we would like to highlight and discuss several interesting findings from this study. These findings provide new biological insights into the mechanisms underlying PRC2 activities, particularly the functional interplays between CLF and SWN. Our results also shed fresh lights on the roles of PRC2 in two developmental transitions, i.e., flowering and the repression of seed genes during vegetative growth. Further, future investigations are warranted to address many of the new questions arising from this study, which would undoubtedly enhance our understanding of PcG activities and their regulation during plant growth and development.

Our data indicate that CLF and SWN are highly redundant in depositing H3K27me3, and probably they are the only two proteins that are able to catalyze H3K27me3 at the seedling stage. Strikingly, the majority of H3K27me3‐marked regions were not bound by either CLF or SWN. Since CLF and SWN are the enzymes required to catalyze H3K27me3 during seedling stage, therefore, H3K27me3‐marked regions are expected to be occupied by CLF and/or SWN. This apparent discrepancy/mystery could possibly be explained by technical and/or biological reasons. Technically, it would be very hard to detect binding signals by ChIP‐seq if CLF and SWN bind to some regions very weakly. Similar findings were reported in *Drosophila*: genome‐wide comparison of PRC2 and H3K27me3 profiles identified very “weak” PcG binding sites (as the authors called), where H3K27me3 but not PRC2 was detected (Schwartz et al., 2006). Biologically, explanations for the smaller number of CLF and SWN peaks compared to the H3K27me3 peaks could be that CLF and SWN bind to chromatins transiently, they might leave target sites as long as the H3K27me3 is deposited. Supporting this possibility, a fluorescence recovery after photobleaching study (FRAP) in *Drosophila* found that PcG members are exchangeable at specific loci in the genome (Ficz, Heintzmann, & Arndt‐Jovin, 2005). We also need to bear in mind that ChIP‐seq profiling is just a snapshot of the occupancy, but the H3K27me3 marks observed are the culmination of PRC2 activity at all earlier stages, as events that cannot be fully recorded at just one time point.

Another potentially significant finding is about the differential roles of CLF and SWN in depositing the H3K27me3 mark at the same loci. As shown in Figure 4g, we saw genomic sites where CLF and SWN play partially redundant or non‐redundant roles in depositing H3K27me3. Perhaps more interestingly, we also found genomic sites where loss of *CLF* led to a marked reduction of H3K27me3 in flanking regions, but not the peak summit, suggesting that CLF might help the spreading of H3K27me3 to flanking regions from a “core” area. Similar H3K27me3 pattern changes were also reported in previous studies (Li & Cui, 2016; Wang et al., 2016; Yang et al., 2017; Yuan et al., 2016). The remaining H3K27me3 signal at the summit in the *clf‐29* mutants might be catalyzed by SWN. Indeed, the H3K27me3 signal at the summit completely disappeared in the *clf‐29 swn‐4* double mutant (Figure 4g). Thus, SWN might play redundant roles in catalyzing H3K27me3 only at the peak summit, but not the flanking regions. These observations present us questions that warrant future investigation, such as the locus‐specific recruitment of CLF/SWN and their functional interplay in depositing H3K27me3. In terms of locus‐specific recruitment of PcG proteins, this and other recent studies have identified DNA motifs that are enriched in PcG binding sites (Figure 2g) (Deng et al., 2013; Molitor et al., 2016; Xiao et al., 2017; Zhou et al., 2018). Future studies are needed to decipher their roles in mediating the genomic targeting of PcG proteins. One possible way to examine the role of these DNA motifs in recruiting PcG proteins is by using the CRISPR/Cas9 system to disrupt the motif *in vivo* and then check the enrichment levels of PcG proteins (Li et al., 2018). It is also crucial to identify the DNA sequence‐specific players that mediate the locus‐specific recruitment of PcG proteins (Zhou et al., 2018).

Our transcriptome analyses revealed that the expression of more genes was altered in the *clf swn* double mutant than either the *clf* or *swn* single mutants (Figure 5). This observation was consistent with the genetic redundancy of *CLF* and *SWN* and the recognized functions of PcG proteins in repressing gene expression. Although thousands of genes were clearly up‐regulated in the double mutants, we were surprised to find that the expression of many other genes remained unchanged and thus there was no overall correlation between the loss of H3K27me3 and up‐regulation of gene expression. 

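Among the genes bound by both CLF and SWN and marked by H3K27me3 in WT, 270 of those tested (31.4%) were called neither higher nor lower in clf-29 swn-4. A further 374 marked co-bound genes were not tested by Cuffdiff. Of the tested co-bound genes without the mark, 49 (41.2%) were not called. A missing call does not show that a gene was unchanged. Among tested genes with at least 5 FPKM in WT or clf-29 swn-4, 71.3% of 456 genes that changed over 32-fold were called, against 98.6% of 2037 genes that changed 4- to 32-fold and 88.5% of 122 genes listed at 0 in one group.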

Similar observation was made in our previous transcriptome analysis in *brm* and *ref6* mutants—many BRM/REF6 targets did not show alteration in gene expression (Li et al., 2015). This may be due to the possibility that many other factors also function at these sites, and the gene expression outcome may not be significantly affected by only one of them. In addition, there was almost equal number of genes that showed down‐regulation in the double mutants, which were not likely caused directly by the loss of H3K27me3, but rather indirectly via some intermediate effectors.

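Counting all calls in clf-29 swn-4, 57.2% were higher and the rest were lower. With a minimum of 2-fold, the authors' deposited table gave 3802 higher and 3449 lower genes, and at 10-fold or more it gave 611 higher and 751 lower genes, including 217 higher genes listed at 0 in WT and 73 lower genes listed at 0 in clf-29 swn-4. The larger side thus depended on the fold minimum. With the fold changes centred on the median of expressed genes, 5093 genes were higher and 5235 lower by the q of the authors' deposited table, a share of 49.3% higher genes. Centring moves every gene by the same amount, so it lowers the share of higher genes by construction. Among tested SWN-bound genes, 246 (18.2%) were lower, against 22.2% of genes not bound by SWN (odds ratio 0.781, adjusted p = 0.000708, Fisher's exact test), but lists matched on FPKM held nearly as many, as the observed number was 0.945 times their mean.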

It is well known that PcG proteins play important roles in developmental transitions, but the underlying mechanisms are incompletely defined. Here, by integrating CLF/SWN and H3K27me3 ChIP‐seq and RNA‐seq data (Supporting Information Figure S10), we attempted to show how CLF/SWN may act to regulate two developmental transitions, that is, repression of seed genes during vegetative growth and control of flowering time. The seed development regulatory genes *LEC1, LEC2*,* FUS3*,* ABI3,* and the four *2S* and the three *12S* genes (Lin et al., 2013; Tang et al., 2008; Tang, Bian, et al., 2012; Tang, Lim, et al., 2012; To et al., 2006) were all marked by H3K27me3. 

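LEC1, LEC2, FUS3, and ABI3 encode regulators of seed maturation, and the 2S genes (SESA1 to SESA4 in the annotation) and the 12S genes (CRU1 to CRU3) encode seed storage proteins. FUS3 (AT3G26790, chromosome 3, 9853828 to 9855989, reverse strand) had an authors' FPKM of 0.0869 in WT and 7.44 in clf-29 swn-4 (log2 ratio 6.42), with a q of 0.00815 in the authors' deposited table. LEC2 (AT1G28300, chromosome 1, 9896867 to 9899876, reverse strand) rose from 0.0737 to 1.77 FPKM (log2 ratio 4.59), with a q of 0.0259 in the authors' deposited table. ABI3 (AT3G24650, chromosome 3, 8997370 to 9001063, forward strand) rose from 0.0128 to 83.0 FPKM (log2 ratio 12.66), but its q in the authors' deposited table was 0.374, so it was not called. LEC1 (AT1G21970) had 0.348 FPKM in clf-29 swn-4, was listed at 0 in the other genotypes, and was not tested. The 4 SESA genes lie side by side on chromosome 4 between 13607329 and 13614283 and had authors' FPKM of 2897, 4494, 3438, and 2048 in clf-29 swn-4. SESA1 and SESA3 were listed at 0 in WT and were called. The values for SESA2 and SESA4 in WT were 0.03 and 0.0665, and with a q of 0.262 and 0.40 in the authors' deposited table they were not called. The 4 genes share 11.4% to 25.0% of their 20-base words with other genes, so the split of reads between them is uncertain. CRU2 (AT1G03880) reached 1036 FPKM in clf-29 swn-4 without a call (q = 0.281 in the authors' deposited table), and CRU1 and CRU3 were listed at 0 there, with the status that Cuffdiff gives to loci with too much data. AT3G17520, a gene shown with these loci, rose from 0.211 to 1375 FPKM (log2 ratio 12.67), with a q of 0.000397 in the authors' deposited table. In the single mutants, SESA1 was called higher in swn-4 at an authors' FPKM of 0.540, and none of the other genes named here was tested.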

The levels of H3K27me3 showed no significant changes in either the *clf‐29* or *swn‐4* single mutants, but all completely abolished in the *clf‐29 swn‐4* double mutant, consistent with the depression of these seed genes in the double mutants (Chanvivattana et al., 2004; Farrona et al., 2011; Lu et al., 2011). Although these seed genes were all clearly marked by H3K27me3, the occupancy of CLF/SWN varied considerably. The *2S* and *12S* genes appeared to be mainly bound by SWN, not by CLF. The *LEC2*,* FUS3*, and *ABI3* genes were bound by both CLF and SWN, but the binding intensities varied drastically, with the strongest binding being found at *FUS3*, greatly reduced at *LEC2* and *ABI3*. The *LEC1* gene was bound by SWN only (Supporting Information Figure S10a). These findings suggest that CLF and SWN play redundant, yet differential, roles in repressing the seed maturation program during the seedling stage.

Our data also provide some clues for the early flowering phenotype of the *clf* mutants. As shown in Supporting Information Figure S10b, several genes that encode positive regulators of floral transition such as *AGLs 17*,* 19*,* 24*, and *71*,* SOC1*, and *FT*, showed up‐regulation in *clf‐29*, but not in *swn‐4*. 

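AGL24 (AT4G24540, chromosome 4, 12670965 to 12674072, reverse strand) had an authors' FPKM of 9.05 in WT, 17.9 in clf-29, and 6.58 in swn-4. SOC1 (AT2G45660, chromosome 2, 18807538 to 18811047, reverse strand) had 23.9, 42.1, and 18.9 FPKM. The change in clf-29 was 1.97-fold and 1.76-fold, and both genes were called. In swn-4 both were lower by less than 1.5-fold and were not called, although the authors' deposited table gave a q of 0.0281 for AGL24 and 0.0194 for SOC1. AGL17 (AT2G22630) rose 3.51-fold, from 0.368 to 1.29 FPKM in clf-29 (q = 0.0193 in the authors' deposited table), and was not tested in swn-4 at 0.471 FPKM. AGL19 (AT4G22950) had 1.06 FPKM in WT, 2.20 in clf-29, and 0.853 in swn-4. Its 2.08-fold rise in clf-29 had a q of 0.0526 in the authors' deposited table and was not called. In the run of WT and clf-29 alone the rise was 2.96-fold. The confidence intervals of that run overlapped, at 0.204 to 1.81 FPKM in WT and 1.37 to 4.60 FPKM in clf-29. AGL71 (AT5G51870) was listed at 0 in WT, had 0.395 FPKM in clf-29 and 0.113 FPKM in swn-4, and was not tested in either. In clf-29 swn-4, 4 of these 5 genes were called higher, AGL17 at 7.32 FPKM (19.9-fold), AGL19 at 2.49 FPKM (2.36-fold), AGL24 at 51.8 FPKM (5.73-fold), and AGL71 at 7.60 FPKM (q = 0.000205 in the authors' deposited table), whereas SOC1 was called lower, at 3.71 FPKM.

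**Figure D3:**
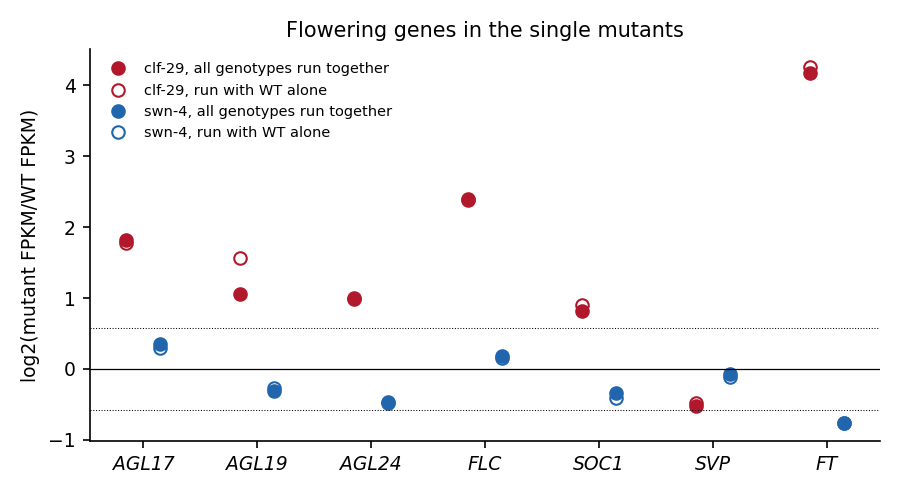
Log2 ratio of the authors' FPKM in clf-29 (red) and swn-4 (blue) to WT for flowering genes, from the run of all genotypes (filled) and the run of WT with the mutant alone (open). Points are single values pooled over the libraries of a genotype, so no error is drawn, the dotted lines mark a change of 1.5-fold, and AGL71 is left out because it was listed at 0 in WT.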

The two flowering repressor‐encoding genes *FLC* and *SVP* showed differential expression (up‐ and down‐regulated, respectively). 

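FLC (AT5G10140, chromosome 5, 3173497 to 3179448, reverse strand) had an authors' FPKM of 4.07 in WT, 21.2 in clf-29, 4.62 in swn-4, and 80.8 in clf-29 swn-4. Its rise in clf-29 was 5.2-fold and was called. FLC shares 37.6% of its 20-base words with other genes. Genes that overlap its locus count among these, so the share does not show that reads were assigned to related genes. SVP (AT2G22540, chromosome 2, 9579874 to 9583893, forward strand) had 41.0 FPKM in WT, 28.5 in clf-29, 39.1 in swn-4, and 12.9 in clf-29 swn-4. In clf-29 SVP was 1.44-fold lower, with a q of 0.000205 in the authors' deposited table, and stayed under the 1.5-fold minimum.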

The increase of *FLC* expression is consistent with the reduction of H3K27me3; and the decrease of *SVP* could be (at least partially) due to the slight increase of H3K27me3 level at this locus in *clf‐29*. As FLC and SVP may actually work together by forming a repressor complex (Li et al., 2008; Mateos et al., 2015), it is reasonable to speculate that the reduction of *SVP* in *clf‐29* would likely result in less amount of the complex and consequently more *FT*. This is likely the case, as we and others have shown that *SVP* represses flowering in a dosage‐sensitive manner (Hartmann et al., 2000; Li et al., 2015). 

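FT (AT1G65480, chromosome 1, 24331428 to 24333934, forward strand) had an authors' FPKM of 3.84 in WT and 69.2 in clf-29, an 18.0-fold rise with a q of 0.000205 in the authors' deposited table. In the run of WT and clf-29 alone the rise was 19.2-fold, and the confidence intervals of Cuffdiff did not overlap, with 2.02 to 5.36 FPKM in WT and 56.8 to 84.4 FPKM in clf-29. In swn-4 FT was at 2.27 FPKM, 1.69-fold lower than in WT, and was called lower with a q of 0.0265 in the authors' deposited table. Cuffdiff adjusted this q over all 6 comparisons, among them those with clf-29 swn-4. Adjusted within the swn-4 comparison alone, the p of 0.00965 (Cuffdiff) would not give a call. The intervals of the run of WT and swn-4 alone overlapped, at 2.00 to 5.33 and 1.01 to 3.33 FPKM. In clf-29 swn-4 the value was 0.253 FPKM (log2 ratio -3.92). FT is in neither the CLF-bound nor the SWN-bound list of Data S2.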

Of note, we and others have consistently found the up‐regulation of *FT* in the *clf‐29* mutants (Farrona et al., 2011; Jiang et al., 2008; Liu et al., 2018). But, unlike the previous studies, we did not find significant CLF/SWN enrichment at this locus (Supporting Information Figure S10b). This apparent inconsistency could be due to the different plant materials used in these independent studies, that is, the *CLF‐GFP* fusion gene used in our work was driven by the native *CLF* promoter, while it was driven by constitutive promoters in other studies.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR'S CONTRIBUTION

J.S., C.C., C.L., S.E.K., and Y.C. conceived and designed the experiments; V.N. and Z.C.Y. performed all the Sanger DNA sequencing; J.S. performed all the rest of the experiments; J.S, C.C., R.K.T., S.B., K.Y., and J.L. analyzed ChIP‐seq and RNA‐seq data; J.S., C.C., C.L., and Y.C. wrote the paper.

## ACCESSION NUMBERS

The gene accession numbers that were used in this study are as follows: *CLF* (AT2G23380) and *SWN* (AT4G02020).

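On TAIR10.1, on which 16051 genes have the same start or end as in the authors' table, the longest CLF transcript runs on the forward strand of chromosome 2 from 9955092 to 9960386 in 17 exons, with the coding sequence from 9955570 to 9960117. The genotyping primers for clf-29 were placed at 9955698 to 9955718 and 9956831 to 9956847. These primers place the insertion in a region of 1150 bp that overlaps exons 2 to 5, near the 5′ end of the gene. The primers used to clone CLF bound a fragment of 6646 bp from 9953470 to 9960115, which runs from upstream of the gene to the end of its coding sequence. Those for SWN bound a fragment of 7267 bp on chromosome 4 from 884476 to 891742.

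**Figure D4:**
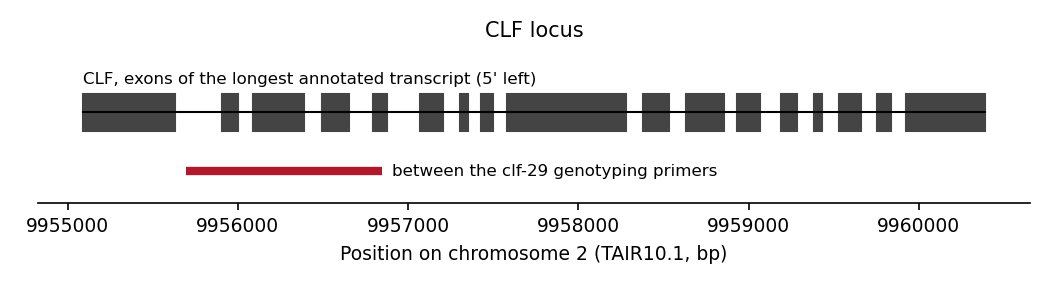
Map of the CLF locus on chromosome 2 of TAIR10.1, with position in bp on the horizontal axis. Black boxes are the 17 exons of the longest transcript, and the red bar is the 1150 bp between the clf-29 genotyping primers, which overlaps exons 2 to 5.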

ChIP‐seq and RNA‐seq data have been deposited in the National Center for Biotechnology Information GEO database under accession number GSE108960.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Genome‐wide occupancy of histone H3K27 methyltransferases CURLY LEAF and SWINGER in Arabidopsis seedlings
**Source:** Plant Direct. 2019 Jan 31;3(1):e00100. doi: 10.1002/pld3.100
**Supplement:** Supplementary file 1

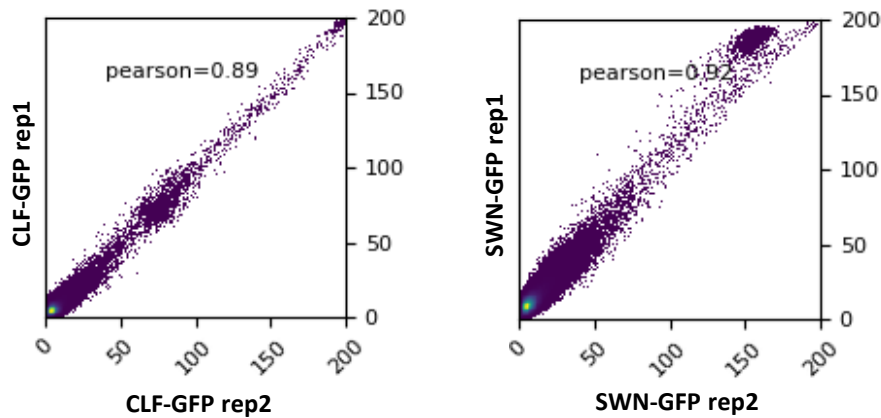

**Figure S1.** Pearson correlation plots for the two CLF and SWN ChIP-seq replicates. The whole genome is divided into non-overlapped bins (50 bp), and the normalized reads of each replicate (normalization was performed by randomly selecting same number of reads from each replicate) were filled in each bin. The numbers of normalized reads in each bin were plotted. The x and y axis are the number of reads in each bin for each biological replicate. The correlation between CLF-GFP and SWN-GFP ChIP-seq replicates is very high (median  $r = 0.89$  and  $0.92$ , respectively), indicating that both biological replicates can produce reproducible results. The analysis was performed by using the deepTools2 package.

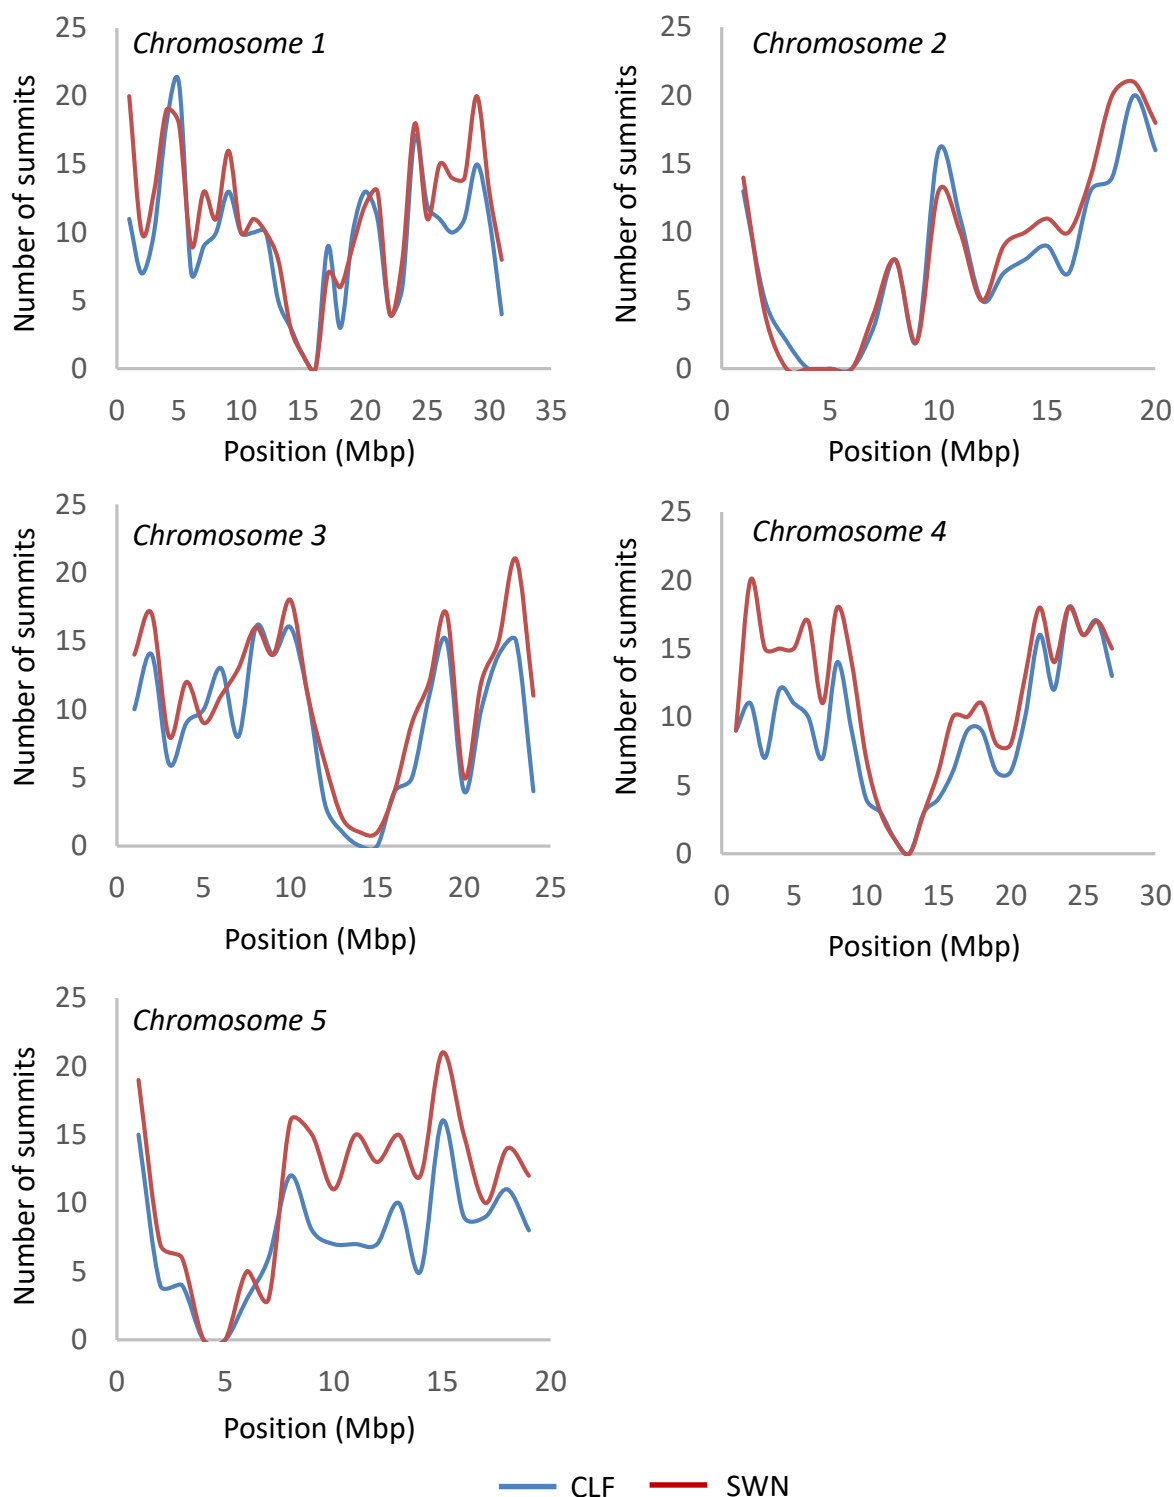

**Figure S2.** Number of the CLF and SWN binding summits in 1-Mbp windows along each of the chromosomes.

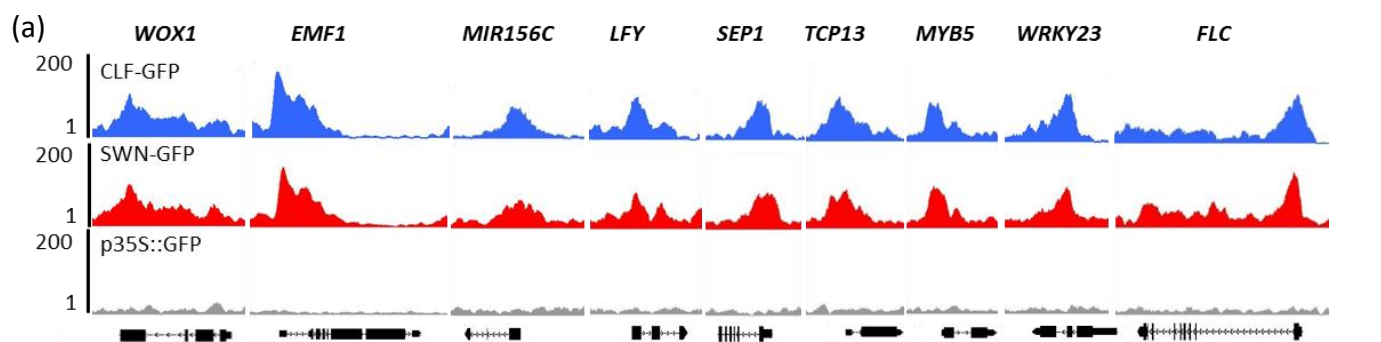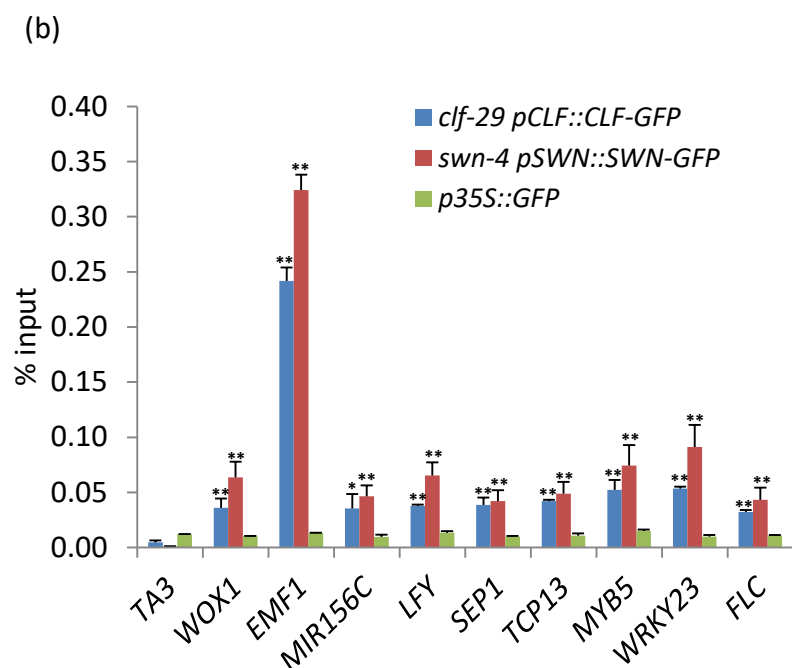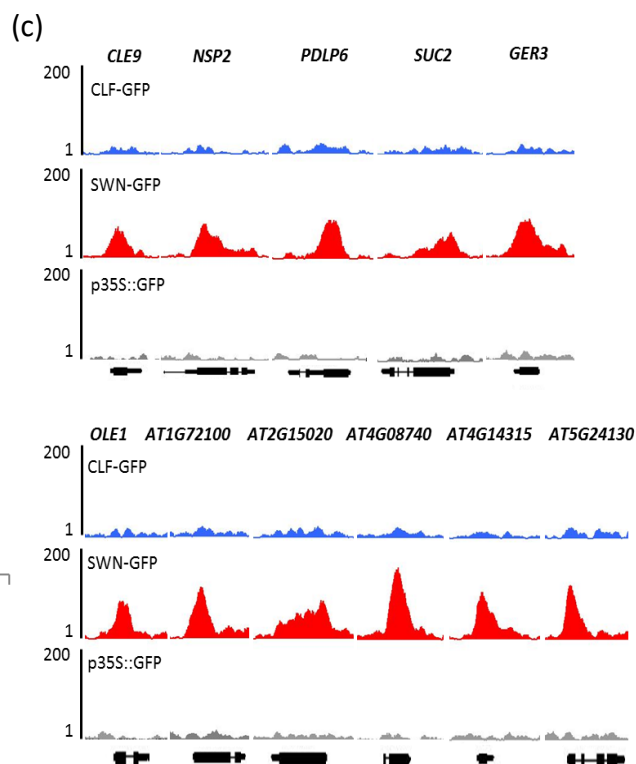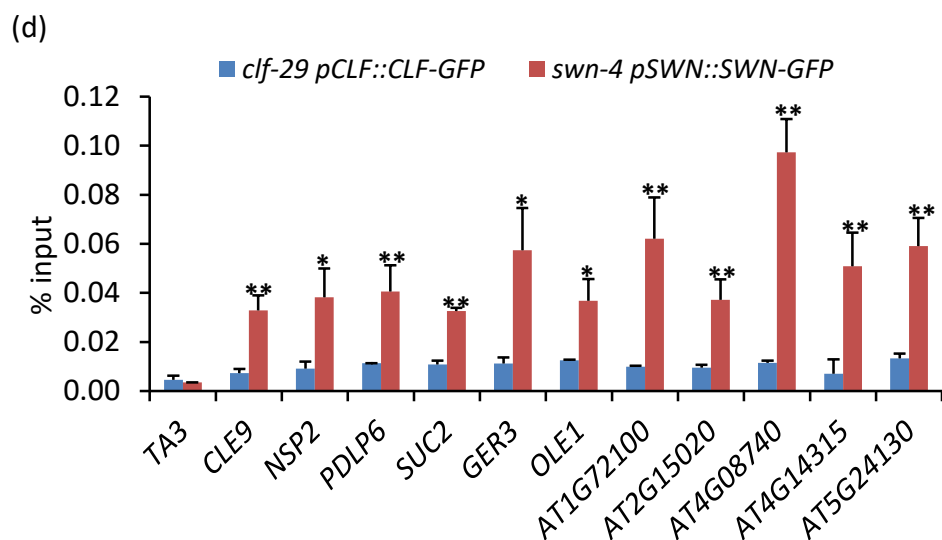

Fig S3

**Figure S3.** ChIP-seq signals at selected loci occupied by CLF and/or SWN. (a, c) ChIP-seq genome browser views of CLF and SWN co-occupancy (a) and SWN unique occupancy (c) at selected genes. Gene structures are shown underneath the panel. (b, d) ChIP-qPCR validation for a and c, respectively. *p35S::GFP* plants were used as the negative control. ChIP signals are shown as percentage of input. *TA3*, a transposable element gene, was used as a negative control locus. Error bars indicate standard deviations among three biological replicates (Student's *t*-test, \* $p < 0.05$ , \*\* $p < 0.01$ ).

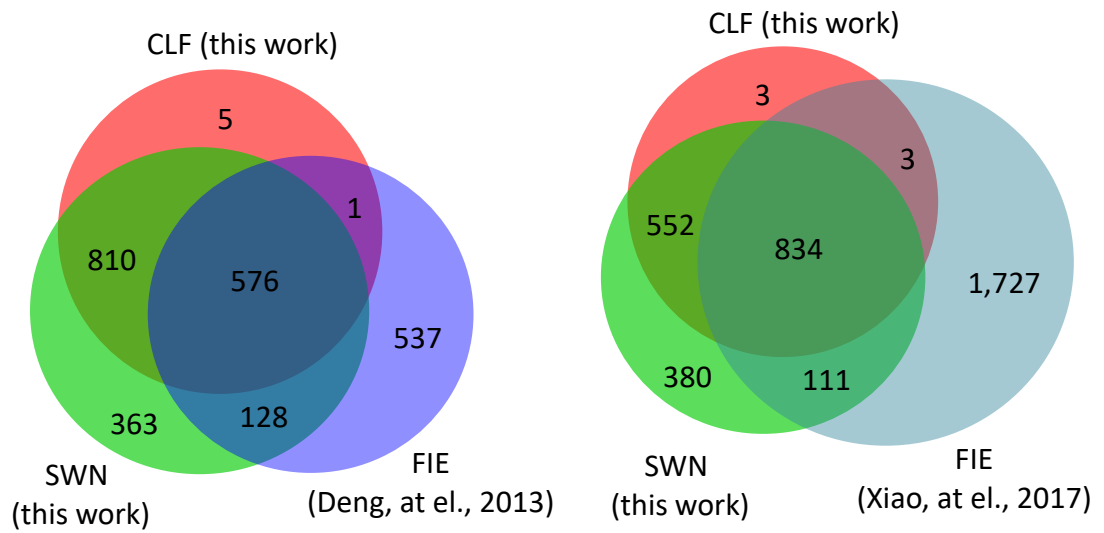

**Figure S4.** The overlap between CLF/SWN and FIE targets.

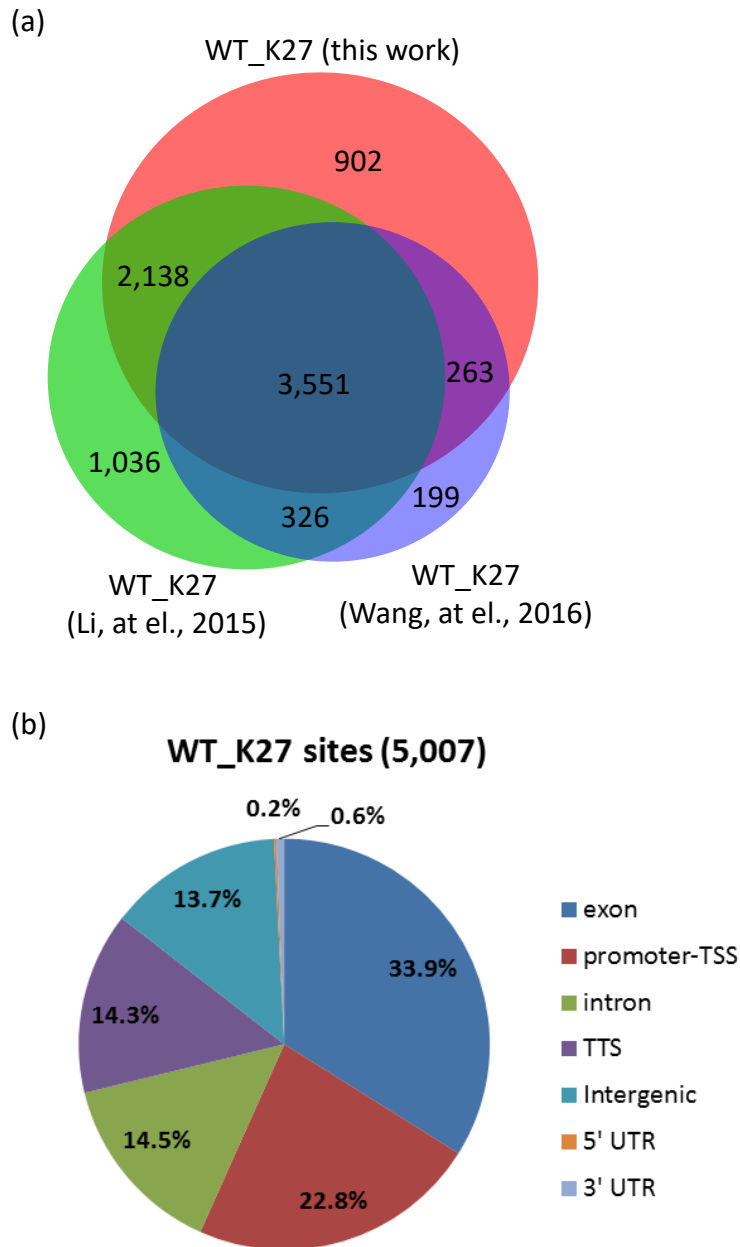

**Figure S5.** The distribution of H3K27me3 in *Arabidopsis* genome. (a) Comparison of H3K27me3 ChIP-seq (WT\_K27) in this study with two recently published ChIP-seq data (Li et al., 2015; Wang et al., 2016). (b) Pie chart displaying the distribution of WT\_K27 peaks at the annotated genic and intergenic regions in the genome. The analysis was done using a web-based analysis tool ChIPseek. WT, wild type.

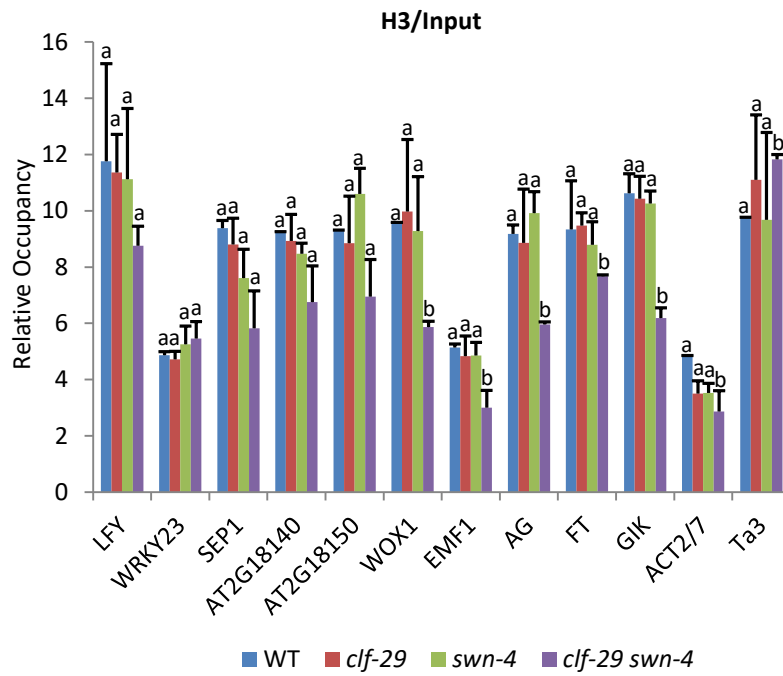

**Figure S6.** Histone H3 levels in WT, *clf-29*, *swm-4*, and *clf-29 swm-4*. Mean  $\pm$  SD; three biological replicates were included; Lowercase letters indicate significant differences between genetic backgrounds, one-way ANOVA. WT, wild type.

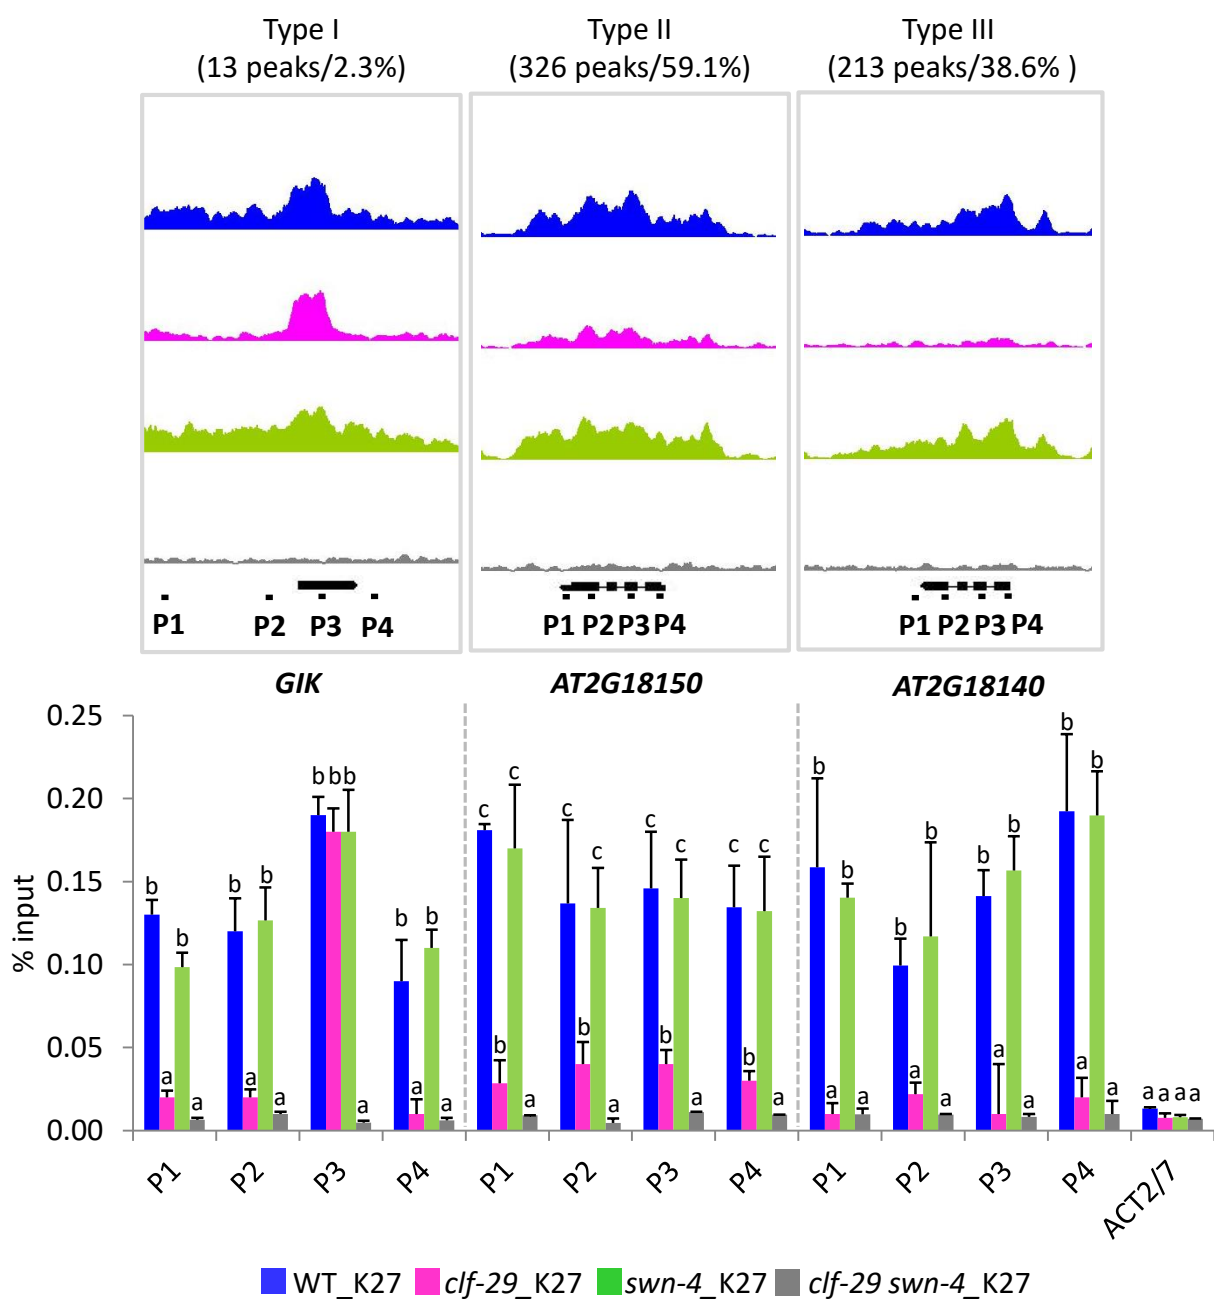

**Figure S7.** ChIP-qPCR validation of the ChIP-seq data illustrating three distinct types of reduction pattern of H3K27me3 levels in *clf-29*. Top: ChIP-seq signals at selected genomic loci showing three distinct types of H3K27me3 reduction pattern in *clf-29*. Gene structures are shown underneath the panel. Note that the locations of PCR primers used for ChIP-qPCR analysis presented below are indicated. Bottom: ChIP-qPCR validation results. ChIP signals are shown as percentage of input. *ACT2/7* was used as a negative control locus. Error bars indicate standard deviations among three biological replicates. Statistically significant differences are indicated by different lowercase letters, one-way ANOVA. WT, wild type.

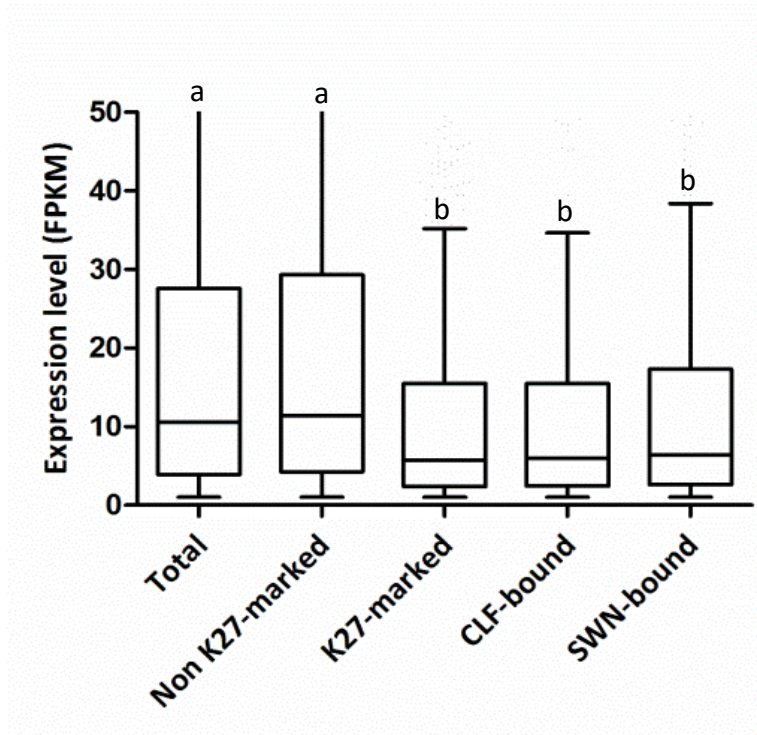

**Figure S8.** Box plot showing the average expression levels (FPKM) of the entire gene set in WT (total), and the subset of genes that are not marked by H3K27me3 (non K27-marked), marked by H3K27me3 (K27-marked), occupied by CLF (CLF-bound), or occupied by SWN (SWN-bound). Lowercase letters indicate significant differences among genetic backgrounds, one-way ANOVA. FPKM, fragments per kilobase per million. WT, wild type.

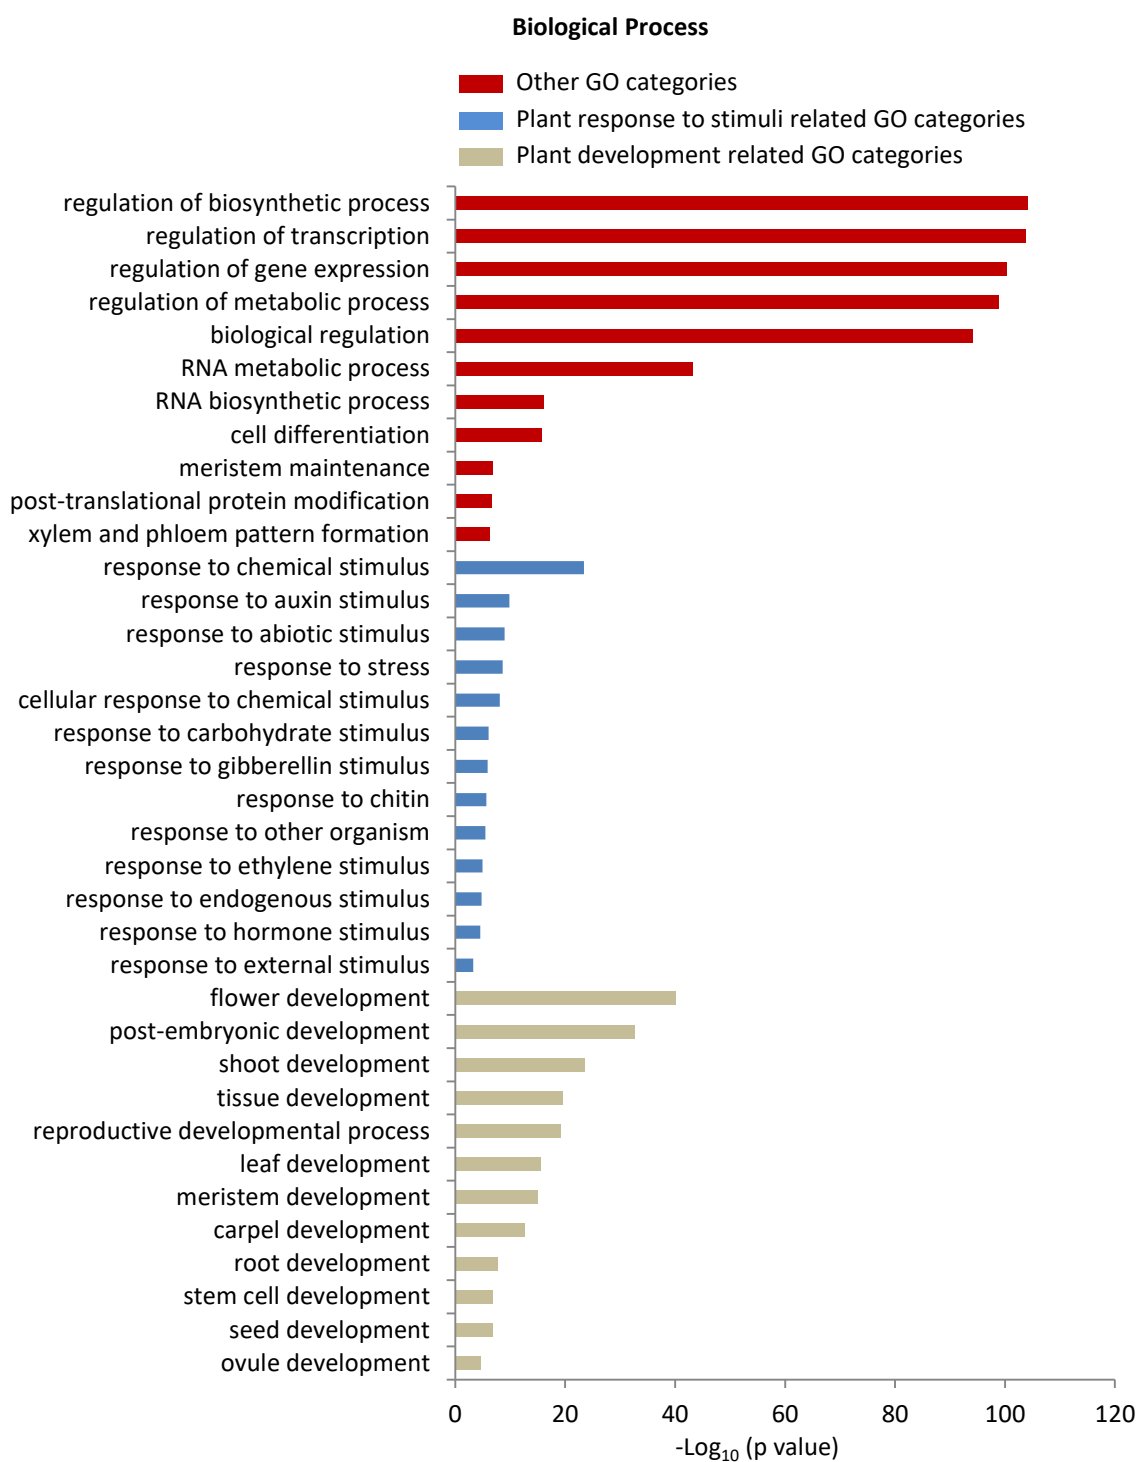

**Figure S9.** Gene Ontology (GO) analysis of CLF and SWN co-target genes showing up-regulation in *clf-29 swn-4* compared to WT using the AgriGO toolkit. WT, wild type.

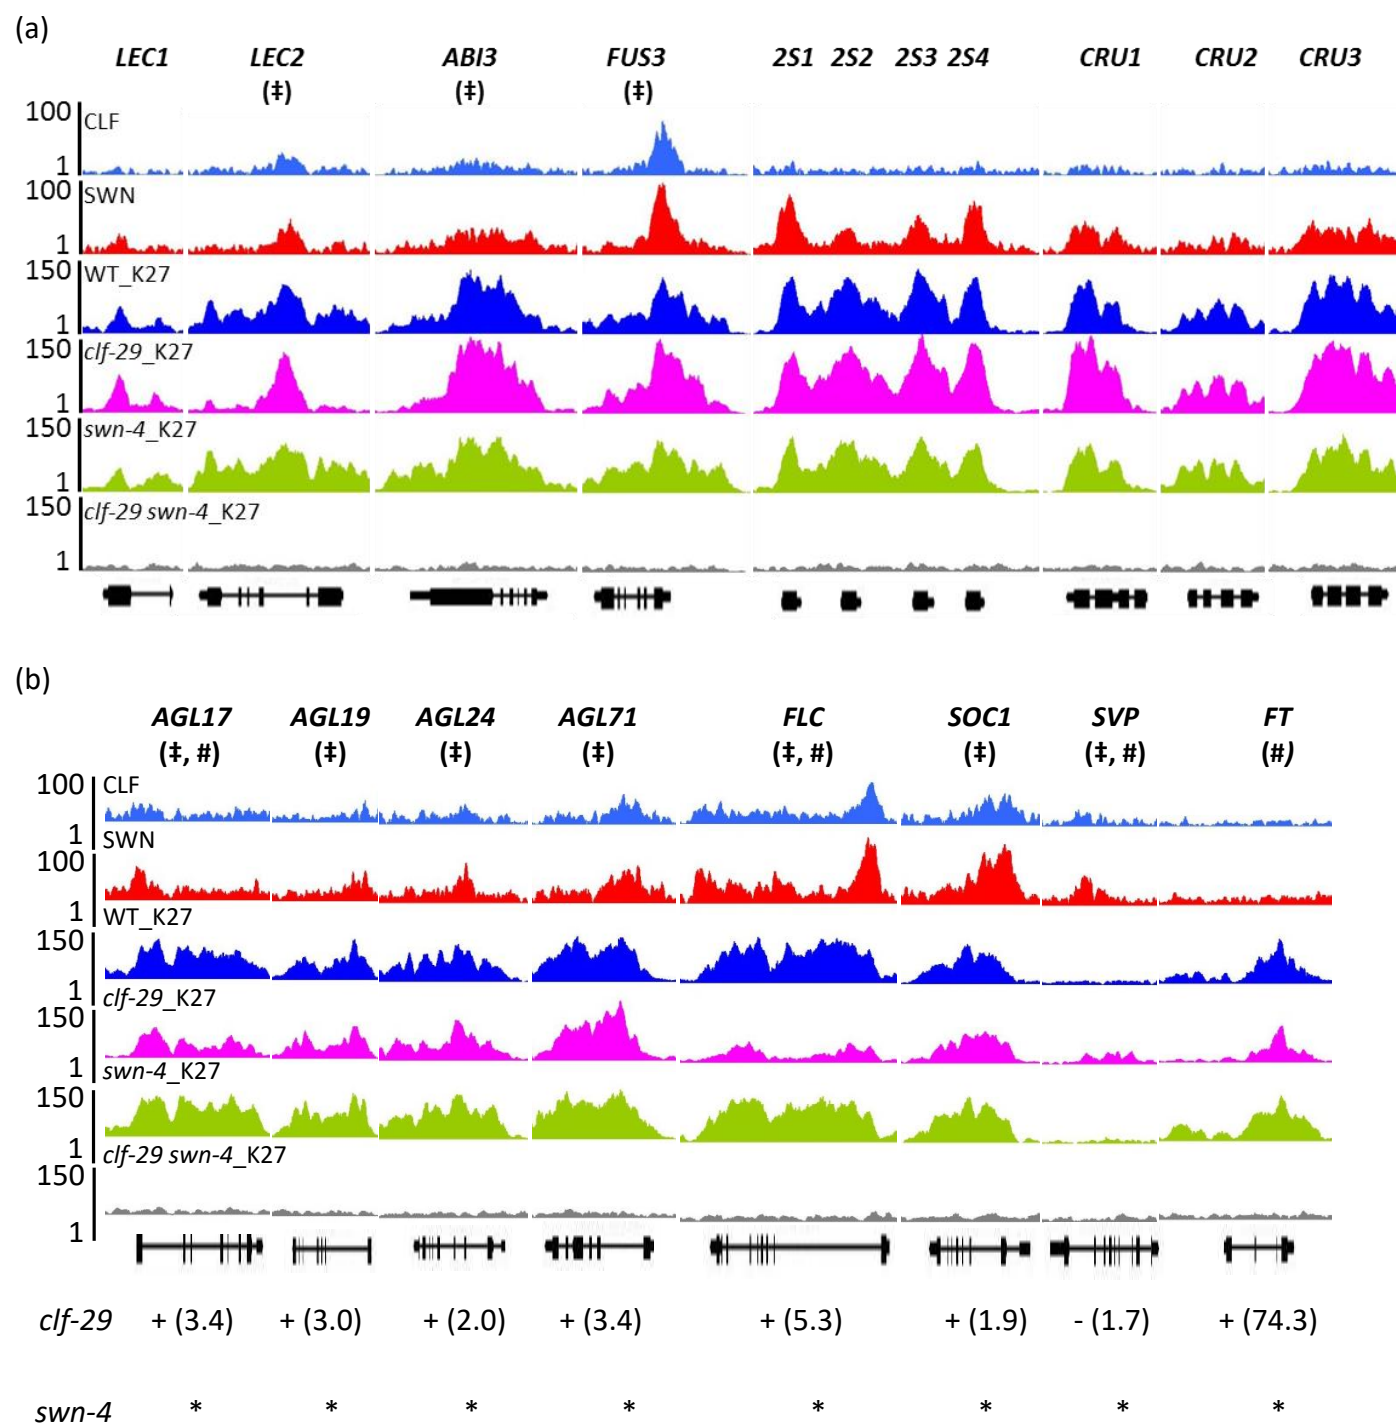

**Figure S10.** CLF/SWN and H3K27me3 ChIP-seq signals at some genes related to seed maturation and flowering. (a, b) ChIP-seq genome browser views of CLF and SWN occupancy as well as H3K27me3 (K27) levels in WT, *clf-29*, *swn-4*, and *clf-29 swn-4* at seed maturation regulator genes and seed storage protein genes (a); and major flowering transition genes (b). Gene structures are shown underneath each panel. B, Expression change at selected genes in *clf-29* and *swn-4* compared with those in WT. “+”, “-”, and “\*” indicate up-regulation, down-regulation, and non-change, respectively. Numbers in brackets indicate the fold changes compared to WT. “‡” indicates genes bound by CLF, “#” represents reduction of K27 level in *clf-29*. WT, wild type.

# Supplementary material for: Genome‐wide occupancy of histone H3K27 methyltransferases CURLY LEAF and SWINGER in Arabidopsis seedlings
**Source:** Plant Direct. 2019 Jan 31;3(1):e00100. doi: 10.1002/pld3.100
**Supplement:** Supplementary file 2

**Table S1.**

**The overlap between CLF and SWN peaks**

| Sample        | Percent of overlap | Overlapped peak (> 50%) | Overlapped peak (> 75%) | Overlapped peak (=100%) |
|---------------|--------------------|-------------------------|-------------------------|-------------------------|
|               |                    |                         |                         |                         |
| CLF/SWN peaks |                    | 952/91.5%               | 892/85.7%               | 398/38.2%               |

**Table S2.**

| <b>The DNA motifs in CLF and SWN peaks</b> |             |                    |             |                    |
|--------------------------------------------|-------------|--------------------|-------------|--------------------|
| Motifs \ Peaks                             | CLF         |                    | SWN         |                    |
|                                            | All (1,041) | Promoter-TSS (243) | All (1,298) | Promoter-TSS (311) |
| <i>GAGA</i> -like                          | 24.6% (256) | 60.5% (147)        | 25.6% (332) | 36.3% (113)        |
| <i>Telo</i> -box-like                      | 9.2% (96)   | 25.5% (62)         | 6.5% (84)   | 19.0% (59)         |

**Table S3.**

| <b>List of CLF and SWN co-targets in different transcription factor (TF) families</b> |                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| TF families                                                                           | Gene Lists                                                                                                                                                                                                                                                                                                                                                                                                 |
| C2H2                                                                                  | AT1G03840, AT1G08290, AT1G10480, AT1G13290, AT1G14580, AT1G25250, AT1G55110, AT1G68130, AT1G68360, AT1G68480, AT2G01940, AT2G02070, AT2G02080, AT2G24500, AT2G29660, AT2G37740, AT3G13810, AT3G23130, AT3G45260, AT3G46070, AT3G46080, AT3G46090, AT3G51060, AT3G57670, AT3G58070, AT4G02670, AT4G17810, AT4G36260, AT5G01310, AT5G03150, AT5G06650, AT5G14010, AT5G22890, AT5G44160, AT5G66350            |
| bHLH                                                                                  | AT1G02340, AT1G18400, AT1G22490, AT1G61660, AT1G68810, AT1G72210, AT1G74500, AT2G22750, AT2G22760, AT2G24260, AT2G34820, AT2G41130, AT2G43060, AT3G06120, AT3G06590, AT3G20640, AT3G25710, AT3G50330, AT3G56770, AT4G00120, AT4G00870, AT4G25400, AT4G25410, AT4G29100, AT4G30410, AT4G30980, AT4G37850, AT5G09750, AT5G15160, AT5G39860, AT5G46830, AT5G51780, AT5G51790, AT5G53210, AT5G56960, AT5G67060 |
| AP2-EREBP                                                                             | AT1G03800, AT1G12630, AT1G12980, AT1G15360, AT1G21910, AT1G24590, AT1G28360, AT1G33760, AT1G51190, AT1G63030, AT1G72570, AT1G75490, AT1G77200, AT1G80580, AT2G31230, AT2G33710, AT2G35700, AT2G39250, AT2G40220, AT2G47520, AT3G20840, AT3G23230, AT3G60490, AT5G10510, AT5G11190, AT5G17430, AT5G18560, AT5G57390                                                                                         |
| MYB                                                                                   | AT1G17950, AT1G18570, AT1G18710, AT1G26780, AT1G73410, AT3G13540, AT3G13890, AT3G23250, AT3G27810, AT3G62610, AT4G21440, AT5G10280, AT5G12870, AT5G17800, AT5G23000, AT5G40350, AT5G57620, AT5G58850, AT5G61420, AT5G62470                                                                                                                                                                                 |
| MADS                                                                                  | AT1G17310, AT1G24260, AT1G69120, AT1G77950, AT2G03710, AT2G14210, AT2G22540, AT2G22630, AT2G42830, AT2G45660, AT3G02310, AT3G54340, AT3G58780, AT4G09960, AT4G18960, AT4G22950, AT4G24540, AT5G10140, AT5G13790, AT5G15800, AT5G20240, AT5G23260, AT5G49490, AT5G51860, AT5G51870, AT5G58890, AT5G60910, AT5G62165                                                                                         |
| Homeobox                                                                              | AT1G05230, AT1G23380, AT1G62360, AT1G62990, AT1G79840, AT2G17950, AT2G22800, AT2G23760, AT2G27990, AT2G28610, AT2G32370, AT2G44910, AT3G03660, AT3G18010, AT3G60390, AT3G61150, AT4G00730, AT4G04890, AT4G08150, AT4G17460, AT4G21750, AT4G36870, AT5G02030, AT5G03790, AT5G06710, AT5G15150, AT5G41410, AT5G45980, AT5G46880, AT5G59340, AT5G66700                                                        |
| WRKY                                                                                  | AT5G49520, AT1G29280, AT1G30650, AT1G62300, AT1G69310, AT1G69810, AT1G80840, AT2G21900, AT2G44745, AT2G47260, AT3G56400, AT4G01720, AT4G04450, AT4G18170, AT4G22070, AT4G23550, AT4G39410, AT5G01900, AT5G46350, AT5G52830                                                                                                                                                                                 |
| TCP                                                                                   | AT1G69690, AT3G02150, AT3G18550, AT3G47620, AT4G18390, AT5G08070, AT5G60970                                                                                                                                                                                                                                                                                                                                |
| NAC                                                                                   | AT1G12260, AT1G52890, AT1G54330, AT1G62700, AT1G65910, AT1G71930, AT1G79580, AT2G02450, AT2G18060, AT2G46770, AT3G04060, AT3G15500, AT3G15510, AT3G18400, AT4G28530, AT4G36160, AT5G53950, AT5G56620, AT5G66300                                                                                                                                                                                            |

**Table S4.****Oligonucleotides used in this study**

| Primer     | Sequence (5' to 3')                        | Application |
|------------|--------------------------------------------|-------------|
| SWN-Pme1-F | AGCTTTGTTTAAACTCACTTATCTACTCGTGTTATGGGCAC  | Cloning     |
| SWN-Asc1-R | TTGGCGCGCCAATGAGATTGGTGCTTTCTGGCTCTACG     | Cloning     |
| CLF-Pme1-F | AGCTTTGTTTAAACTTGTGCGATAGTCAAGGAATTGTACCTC | Cloning     |
| CLF-Asc1-R | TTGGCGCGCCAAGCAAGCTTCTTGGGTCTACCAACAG      | Cloning     |
| clf-29-RP  | GAGGCATTGACTTTGATTTGC                      | Genotyping  |
| clf-29-LP  | AAGAACTTGCTAGTTCCGCC                       | Genotyping  |
| swn-4-RP   | CGAGGAATTTCTAATCCGG                        | Genotyping  |
| swn-4-LP   | TGATTATTGCTCCGTTCCAC                       | Genotyping  |
| LBb1       | GCGTGGAACCGTTGCTGCAACT                     | Genotyping  |
| CLF-1-F    | AAGCATTTACCTGGGGGTCG                       | Sequencing  |
| CLF-1-R    | GAGCCCGGGTATGATTCTGG                       | Sequencing  |
| CLF-2-F    | CCAGCAACGTTCTGTGTTGT                       | Sequencing  |
| CLF-2-R    | ACCATTCTGAACTGGCAGG                        | Sequencing  |
| CLF-3-F    | GAGGCCATTGACGACGAAGA                       | Sequencing  |
| CLF-3-R    | TGGAGAACTTCGTGGGTGTG                       | Sequencing  |
| CLF-4-F    | GCTGAGCGAGTTCCTCGTAA                       | Sequencing  |
| CLF-4-R    | TGCAGCTCTTGGGCAACTA                        | Sequencing  |
| CLF-5-F    | AGCCCTGCCGTCAGTTTAAT                       | Sequencing  |
| CLF-5-R    | CACCCTGTGATCTCCAGCAA                       | Sequencing  |
| CLF-R-4693 | ACTTTCATCACTACCCGGCG                       | Sequencing  |
| CLF-F-2675 | GAGGTCTTCTATGGAACGAGGAGG                   | Sequencing  |
| CLF-F-6144 | GGAAGATATACGATCGCGAG                       | Sequencing  |
| SWN-1-F    | TGCAATGACGGGACACCTAC                       | Sequencing  |
| SWN-1-R    | TGAGCACGCCCTGAACTAAG                       | Sequencing  |
| SWN-2-F    | CTTAGTTCAGGGCGTGCTCA                       | Sequencing  |
| SWN-2-R    | GTTGCTATCGTCCGTCACCA                       | Sequencing  |
| SWN-3-F    | CTCCAGAGCCAGGCATGTCG                       | Sequencing  |
| SWN-3-R    | TGTCTTCGACCAACCACAGAC                      | Sequencing  |
| SWN-4-F    | TGCTGAGAGAATACCGCCATAC                     | Sequencing  |
| SWN-4-R    | TGTTTGCTGCAGGGTTTCCT                       | Sequencing  |
| SWN-5-F    | GGCGGTCAGAGAAGTACCAG                       | Sequencing  |
| SWN-5-R    | CAACAATGCCCAAAGTCGCA                       | Sequencing  |
| SWN-6-F    | TGGTGGCAAAAACAGTCTCT                       | Sequencing  |
| SWN-6-R    | CCTTTGCGTTGAGCATCGAG                       | Sequencing  |
| SWN-F-985  | GTACAGGTGATTAGTTTGTACTG                    | Sequencing  |
| SWN-F-3973 | ACTGTCGTCTGCATGGATGTT                      | Sequencing  |
| SWN-F-5199 | GATCTAGTACCCCAAATTTG                       | Sequencing  |
| SWN-F-6790 | GAAGGAGGACTAGGATTATAAC                     | Sequencing  |
| SWN-R-7050 | TATGCGGGAAGCGATGAGAC                       | Sequencing  |

|             |                                   |           |
|-------------|-----------------------------------|-----------|
| Ta3-F       | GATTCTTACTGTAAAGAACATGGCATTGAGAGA | qChIP-PCR |
| Ta3-R       | TCCAAATTTCTGAGGTGCTTGTAAACC       | qChIP-PCR |
| WOX1-F      | CATCACCATTTTCGATGACAAAG           | qChIP-PCR |
| WOX1-R      | CGTAACCTCATTCTCAATTCAACC          | qChIP-PCR |
| EMF1-F      | TTCTCTCTCCCTCCCCTTTC              | qChIP-PCR |
| EMF1-R      | AGCGGCAAGGGATAAAAACT              | qChIP-PCR |
| MIR156C-F   | TGTTTGGACCAGCCTAAGAAA             | qChIP-PCR |
| MIR156C-R   | GATTTGGTTCCCAATTGCAT              | qChIP-PCR |
| LFY-F       | ATTGGTTCAAGCACCACTC               | qChIP-PCR |
| LFY-R       | TCAAGCTCCTCGTCCTTCAT              | qChIP-PCR |
| SEP1-F      | CTTCCACGGTTGGAGAAGA               | qChIP-PCR |
| SEP1-R      | GAGGAAGAGTAGAGCTGAAGAGGA          | qChIP-PCR |
| TCP13-F     | CGCTACGACAAGACGTGAAA              | qChIP-PCR |
| TCP13-R     | CGCGTGAAACCCTAACAATC              | qChIP-PCR |
| MYB5-F      | GGGGATGAAGAGAGGACCAT              | qChIP-PCR |
| MYB5-R      | CGACGTAATTCCTCCACGTT              | qChIP-PCR |
| WRKY23-F    | ACTACCCGTCGTCACAAAGC              | qChIP-PCR |
| WRKY23-R    | CAAAGTCTTGATGCTGCTGAG             | qChIP-PCR |
| FLC-F       | CCTAATTTGATCCTCAGGTTTGGG          | qChIP-PCR |
| FLC-R       | CCGACGAAGAAAAAGTAGATAGGCA         | qChIP-PCR |
| CLE9-F      | ATCCTCCACCGCTTCTTCAA              | qChIP-PCR |
| CLE9-R      | TGAGGAGTCACGTGGTAAGG              | qChIP-PCR |
| NSP2-F      | GCTTCTCCCACTTCAACGTC              | qChIP-PCR |
| NSP2-R      | GACCCAAAAGCTCACGAAGG              | qChIP-PCR |
| PDL6-F      | CACCACCGAGTCTCTACGAG              | qChIP-PCR |
| PDL6-R      | TGAGGATAAGACGGTGGTGG              | qChIP-PCR |
| SUC2-F      | TCCGGCTGATCTAACTCACC              | qChIP-PCR |
| SUC2-R      | CACTACAACCACCGCAACAA              | qChIP-PCR |
| GER3-F      | GGCCTTTCCAGAGTTTAGC               | qChIP-PCR |
| GER3-R      | TTTGCGCCGGATTTATCTCC              | qChIP-PCR |
| OLE1-F      | TCATCGGCAGAGACCAGTAC              | qChIP-PCR |
| OLE1-R      | GTAGTCAGATCCTCGTCCGG              | qChIP-PCR |
| AT1G72100-F | CTTTACTAGCGGCGGAGGTA              | qChIP-PCR |
| AT1G72100-R | ATGACTTCTCCCTCTGACGC              | qChIP-PCR |
| AT2G15020-F | AGTCCGTTCCGGCTCTAAGTT             | qChIP-PCR |
| AT2G15020-R | CGAGTCTGATTCACACGCAG              | qChIP-PCR |
| AT4G08740-F | GCTCATCAACTCGTCATGCA              | qChIP-PCR |
| AT4G08740-R | TGAGCTTCGTGTCCAAGGAT              | qChIP-PCR |
| AT4G14315-F | TCGGTTTTGGCGATTGTTGT              | qChIP-PCR |
| AT4G14315-R | TGGAAGAGATGGTGCAGTCA              | qChIP-PCR |
| AT5G24130-F | AGCAGAGCCGAGTACATCAA              | qChIP-PCR |
| AT5G24130-R | TGAGAATCCTGTCGCTGTGA              | qChIP-PCR |
| G1K-1-F     | GTATTTGTTAAGTTCTAACTAAG           | qChIP-PCR |

|               |                             |           |
|---------------|-----------------------------|-----------|
| GIK-1-R       | GGGAAGAAAACGCGGAGATC        | qChIP-PCR |
| GIK-2-F       | GACTTAACCATTGGAGTAC         | qChIP-PCR |
| GIK-2-R       | GAAAGTATTAAGTAGATCTG        | qChIP-PCR |
| GIK-3-F       | ACTCTTAGGGCTCACATTC         | qChIP-PCR |
| GIK-3-R       | CTGACGGATGCTGACGTTAG        | qChIP-PCR |
| GIK-4-F       | CCTCTAGAAAAAGAGCTTG         | qChIP-PCR |
| GIK-4-R       | CCACAATAGGCAAGTTCATTC       | qChIP-PCR |
| AT2G18150-1-F | GCAAGTTAGCAGCGTAGGAT        | qChIP-PCR |
| AT2G18150-1-R | CAGAGACTGTACAACCAATCCG      | qChIP-PCR |
| AT2G18150-2-F | GGTGAGATCGAGACCTTGGT        | qChIP-PCR |
| AT2G18150-2-R | CATTCCTGCACCCAACAACA        | qChIP-PCR |
| AT2G18150-3-F | AACAACCTCAAACCCGCGAG        | qChIP-PCR |
| AT2G18150-3-R | GGTTGTGATGGATCGTTGCT        | qChIP-PCR |
| AT2G18140-4-F | GGCTACAAGTACCTCACGA         | qChIP-PCR |
| AT2G18150-4-R | GAGAGTAACTATGGCGGCGA        | qChIP-PCR |
| AT2G18140-1-F | TCTCACCCTCGAACCTGTC         | qChIP-PCR |
| AT2G18140-1-R | GGGACTGTTGAATTCGACC         | qChIP-PCR |
| AT2G18140-2-F | GTCGAACAAGTTGTCGGGTT        | qChIP-PCR |
| AT2G18140-2-R | GGAAGAAGAGATTCGGCAACT       | qChIP-PCR |
| AT2G18140-3-F | ACAAGAGACAGTGTTAGGGCA       | qChIP-PCR |
| AT2G18140-3-R | CTCGCGGGTTTGAAGTTGTT        | qChIP-PCR |
| AT2G18140-4-F | CACGATCTCCTCCGCTCTAG        | qChIP-PCR |
| AT2G18140-4-R | GAGTAACTTTGGCGGCAACA        | qChIP-PCR |
| AG-F          | TCGGAGCTAGGAGGAGATTC        | qChIP-PCR |
| AG-R          | CGATTGTTGTGTTCTCGAT         | qChIP-PCR |
| FT-F          | CCAGATGTTCCAAGTCCTAGCAACC   | qChIP-PCR |
| FT-R          | GGTGTGGGCTTTTTTGGGAGAC      | qChIP-PCR |
| ACT2/7-F      | CGTTTCGCTTTCCTTAGTGTTAGCT   | qChIP-PCR |
| ACT2/7-R      | AGCGAACGGATCTAGAGACTCACCTTG | qChIP-PCR |

---

**Table S5.****The ChIP-seq reads number of all the experiments in this study**

| Samples                      | Total reads | Uniquely mapped reads | % uniquely mapped |
|------------------------------|-------------|-----------------------|-------------------|
| CLF-GFP Rep1                 | 13,000,000  | 6,700,000             | 52                |
| CLF-GFP Rep2                 | 12,000,000  | 6,400,000             | 53                |
| SWN-GFP Rep1                 | 42,000,000  | 9,500,000             | 23                |
| SWN-GFP Rep2                 | 41,000,000  | 13,000,000            | 32                |
| WT_K27 Rep1                  | 14,000,000  | 11,000,000            | 79                |
| WT_K27 Rep2                  | 14,000,000  | 11,000,000            | 79                |
| <i>clf-29_K27</i> Rep1       | 15,000,000  | 11,000,000            | 73                |
| <i>clf-29_K27</i> Rep2       | 14,000,000  | 11,000,000            | 79                |
| <i>swn-4_K27</i> Rep1        | 16,000,000  | 11,000,000            | 69                |
| <i>swn-4_K27</i> Rep2        | 12,000,000  | 10,000,000            | 83                |
| <i>clf-29 swn-3_K27</i> Rep1 | 11,000,000  | 6,200,000             | 56                |
| <i>clf-29 swn-3_K27</i> Rep2 | 14,000,000  | 8,500,000             | 61                |

**Table S6.**

**The RNA-seq reads number of all the experiments in this study**

| Samples                  |         | Total reads | Mapped reads | Aligned pairs of |
|--------------------------|---------|-------------|--------------|------------------|
| WT Rep1                  | Forward | 24,247,121  | 23,569,958   | 21,545,227       |
|                          | Reverse | 24,247,121  | 21,898,473   |                  |
| WT Rep2                  | Forward | 23,453,341  | 22,619,791   | 19,878,956       |
|                          | Reverse | 23,453,341  | 20,295,303   |                  |
| WT Rep3                  | Forward | 17,662,886  | 17,062,223   | 15,649,123       |
|                          | Reverse | 17,662,886  | 15,937,038   |                  |
| <i>clf-29</i> Rep1       | Forward | 20,601,270  | 18,797,720   | 18,143,120       |
|                          | Reverse | 20,601,270  | 18,698,512   |                  |
| <i>clf-29</i> Rep2       | Forward | 18,695,240  | 18,090,129   | 16,798,857       |
|                          | Reverse | 18,695,240  | 17,106,009   |                  |
| <i>clf-29</i> Rep3       | Forward | 22,425,331  | 21,786,431   | 20,009,345       |
|                          | Reverse | 22,425,331  | 20,353,879   |                  |
| <i>swn-4</i> Rep1        | Forward | 18,630,733  | 18,008,285   | 16,637,370       |
|                          | Reverse | 18,630,733  | 16,952,099   |                  |
| <i>swn-4</i> Rep2        | Forward | 24,677,440  | 23,894,738   | 22,779,345       |
|                          | Reverse | 24,677,440  | 23,208,147   |                  |
| <i>swn-4</i> Rep3        | Forward | 24,154,138  | 23,493,065   | 21,191,193       |
|                          | Reverse | 24,154,138  | 21,545,710   |                  |
| <i>clf-29 swn-4</i> Rep1 | Forward | 23,896,240  | 22,776,814   | 21,859,458       |
|                          | Reverse | 23,896,240  | 22,445,589   |                  |
| <i>clf-29 swn-4</i> Rep2 | Forward | 23,065,073  | 22,008,176   | 21,205,347       |
|                          | Reverse | 23,065,073  | 21,817,292   |                  |
| <i>clf-29 swn-4</i> Rep3 | Forward | 25,944,577  | 24,735,884   | 23,818,219       |
|                          | Reverse | 25,944,577  | 24,492,594   |                  |

# Supplementary material for: Genome‐wide occupancy of histone H3K27 methyltransferases CURLY LEAF and SWINGER in Arabidopsis seedlings
**Source:** Plant Direct. 2019 Jan 31;3(1):e00100. doi: 10.1002/pld3.100
**Supplement:** Supplementary file 14

**SUPPORTING INFORMATION**

Additional Supporting Information may be found in the online version of this article.

**Figure S1.** Pearson correlation plots for the two CLF and SWN ChIP-seq replicates. The whole genome is divided into non-overlapped bins (50 bp), and the normalized reads of each replicate (normalization was performed by randomly selecting same number of reads from each replicate) were filled in each bin. The numbers of normalized reads in each bin were plotted. The *x* and *y* axis are the number of reads in each bin for each biological replicate. The correlation between CLF-GFP and SWN-GFP ChIP-seq replicates is very high (median *r* = 0.89 and 0.92, respectively), indicating that both biological replicates can produce reproducible results. The analysis was performed by using the deepTools2 package.

**Figure S2.** Number of the CLF and SWN binding summits in 1-Mbp windows along each of the chromosomes.

**Figure S3.** ChIP-seq signals at selected loci occupied by CLF and/or SWN. (a, c) ChIP-seq genome browser views of CLF and SWN co-occupancy (a) and SWN unique occupancy (c) at selected genes. Gene structures are shown underneath the panel. (b, d) ChIP-qPCR validation for a and c, respectively. *p35S::GFP* plants were used as the negative control. ChIP signals are shown as percentage of input. *TA3*, a transposable element gene, was used as a negative control locus. Error bars indicate standard deviations among three biological replicates (Student’s t-test, **p*<0.05, ***p*<0.01).

**Figure S4.** The overlap between CLF/SWN and FIE targets.

**Figure S5.** The distribution of H3K27me3 in *Arabidopsis* genome. (a) Comparison of H3K27me3 ChIP-seq (WT_K27) in this study with two recently published ChIP-seq data (Li et al., 2015; Wang et al., 2016). (b) Pie chart displaying the distribution of WT_K27 peaks at the annotated genic and intergenic regions in the genome. The analysis was done using a web-based analysis tool ChIPseek. WT, wild type.

**Figure S6.** Histone H3 levels in WT, *clf-29*, *swn-4*, and *clf-29 swn-4*. Mean ± SD; three biological replicates were included; Lowercase letters indicate significant differences between genetic backgrounds, one-way ANOVA. WT, wild type.

**Figure S7.** ChIP-qPCR validation of the ChIP-seq data illustrating three distinct types of reduction pattern of H3K27me3 levels in *clf-29*. Top: ChIP-seq signals at selected genomic loci showing three distinct types of H3K27me3 reduction pattern in *clf-29*. Gene structures are shown underneath the panel. Note that the locations of PCR primers used for ChIP-qPCR analysis presented below are indicated. Bottom: ChIP-qPCR validation results. ChIP signals are shown as percentage of input. *ACT2/7* was used as a negative control locus. Error bars indicate standard deviations among three biological replicates. Statistically significant differences are indicated by different lowercase letters, one-way ANOVA. WT, wild type.

**Figure S8.** Box plot showing the average expression levels (FPKM) of the entire gene set in WT (total), and the subset of genes that are not marked by H3K27me3 (non K27-marked), marked by H3K27me3 (K27-marked), occupied by CLF (CLF-bound), or occupied by SWN (SWN-bound). Lowercase letters indicate significant differences among genetic backgrounds, one-way ANOVA. FPKM, fragments per kilobase per million. WT, wild type.

**Figure S9.** Gene Ontology (GO) analysis of CLF and SWN co-target genes showing up-regulation in *clf-29 swn-4* compared to WT using the AgriGO toolkit. WT, wild type.

**Figure S10.** CLF/SWN and H3K27me3 ChIP-seq signals at some genes related to seed maturation and flowering. (a, b) ChIP-seq genome browser views of CLF and SWN occupancy as well as H3K27me3 (K27) levels in WT, *clf-29*, *swn-4*, and *clf-29 swn-4* at seed maturation regulator genes and seed storage protein genes (a); and major flowering transition genes (b). Gene structures are shown underneath each panel. (b) Expression change at selected genes in *clf-29* and *swn-4* compared with those in WT. “+”, “-”, and “*” indicate up-regulation, down-regulation, and non-change, respectively. Numbers in brackets indicate the fold changes compared to WT. “‡” indicates genes bound by CLF, “#” represents reduction of K27 level in *clf-29*. WT, wild type.

**Table S1.** The overlap between CLF and SWN peaks.

**Table S2.** The DNA motifs in CLF and SWN peaks.

**Table S3.** List of CLF and SWN co-targets in different transcription factor (TF) families.

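Table S3 groups transcription factor genes bound by both CLF and SWN into families. For 9 families, the share of tested members called higher in clf-29 swn-4 was computed. It was 68.8% for MYB (11 of 16 genes), 61.5% for MADS (16 of 26), 56.7% for C2H2 (17 of 30), 53.3% for bHLH (16 of 30), 52.6% for WRKY (10 of 19), 48.3% for Homeobox (14 of 29), 42.1% for NAC (8 of 19), and 28.6% for TCP (2 of 7). In the AP2-EREBP family, 15 of 25 genes were higher. No difference from the other co-bound genes was detected for any family (two-sided Fisher's exact test, lowest p = 0.136 for MYB, and all p values adjusted over the 9 families were 0.831 or higher). With 7 to 30 tested genes per family, these tests could miss a difference. The odds ratios ran from 0.407 for TCP to 2.28 for MYB.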

**Table S4.** Oligonucleotides used in this study.

**Table S5.** The ChIP-seq reads number of all the experiments in this study.

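Table S6 counts, per RNA-seq library, the read pairs sequenced, the forward and reverse reads mapped, and the pairs aligned. The pairs sequenced ranged from 17662886 in WT replicate 3 to 25944577 in clf-29 swn-4 replicate 3. Between 84.8% (WT replicate 2) and 92.3% (swn-4 replicate 2) of them were aligned as pairs. Forward reads of clf-29 replicate 1 mapped at 91.2%, the lowest share, and those of the other libraries at 95.3% to 97.3%.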

**Table S6.** The RNA-seq reads number of all the experiments in this study.

**Data S1.** CLF and SWN peaks on the 5 *Arabidopsis* chromosomes.

**Data S2.** Lists of CLF- and SWN-bound genes, and their co- and unique- target genes.

**Data S3.** The overlaps of CLF/SWN and FIE targets.

**Data S4.** GO term analyses of the CLF and SWN target genes.

**Data S5.** H3K27me3 peaks in wild type (WT_K27), *clf-29* (*clf*_K27), and *swn-4* (*swn*_K27) generated by MACS.

**Data S6.** Lists of genes marked by H3K27me3 in wild type (WT_K27), and its overlap with CLF- and SWN-bound genes.

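The lists hold genes whose H3K27me3 signal in a single mutant differed from WT by at least 2-fold. In clf-29, 552 genes are listed with a lower and 91 with a higher level. Of 190 tested genes with the lower level, 42 (22.1%) were higher in clf-29, against 2.89% of other genes (odds ratio 9.55, adjusted p = 8.22e-23, two-sided Fisher's exact test, Benjamini-Hochberg over 30 tests), and 4 were lower. By type of reduction (Data S7 gives types I, II, and III), 0 of 4 tested genes of type I, 30 of 120 of type II, and 12 of 64 of type III were higher in clf-29. In clf-29 swn-4, 105 of 213 genes of this list were higher (odds ratio 2.36, adjusted p = 6.06e-09, Fisher's exact test). Of 68 tested genes with a higher H3K27me3 level in clf-29, 7 (10.3%) were lower in clf-29, against 2.23% of other genes (odds ratio 5.03, adjusted p = 0.00229, Fisher's exact test).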

**Data S7.** Lists of genes that display at least two-fold changes of H3K27me3 levels in *clf-29* (*clf*_K27) and *swn-4* (*swn*_K27).

**Data S8.** List of genes co-bound by CLF, SWN, and BRM.

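Each list gives genes past the criteria for 1 mutant and direction. The copy at hand holds 584 of the paper's 591 higher and 421 of its 426 lower genes of clf-29, and 373 of its 374 higher and 264 of its 266 lower genes of swn-4. The list for clf-29 swn-4 was not used here. All of these genes have at least 1 FPKM in WT or the mutant in the authors' table. In the list of genes higher in clf-29, 7 genes have an authors' FPKM of 0 in clf-29, among them BNQ3 (AT3G47710), with 1.61 FPKM in WT, and AT3G13240, with 971 FPKM in WT. Of the genes listed as lower in swn-4, 32 changed by less than 1.5-fold, with the smallest fall at 0.55 on the log2 scale.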

**Data S9.** Lists of genes showing differential expression in *clf-29*, *swn-4*, and *clf-29 swn-4*.

**Data S10.** GO term analyses of the CLF and SWN target genes which are up-regulated in *clf-29*, *swn-4*, and *clf-29 swn-4*, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

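RNA-seq was analysed for WT, clf-29, swn-4, and clf-29 swn-4 plants, with 3 libraries per genotype. The ChIP-seq experiments of the study were used only through the lists in the supplements: the genes bound by CLF and SWN (Data S2), those of them marked by H3K27me3 in WT (Data S6), the genes with at least 2-fold changes of H3K27me3 in clf-29 (Data S7), and the CLF and SWN peaks (Data S1). ChIP-seq signal and reads were not analysed here.

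The authors prepared libraries, sequenced them as 2 paired reads, aligned the reads to TAIR10 with TopHat, assembled transcripts with Cufflinks, merged them with Cuffmerge, and ran Cuffdiff. The FPKM values were deposited by the authors as 1 value per gene and genotype, pooled over the 3 libraries and normalized by Cuffdiff. The log2 fold changes of the authors are log2 ratios of these values. The p-value and q-value of each gene and comparison were also made by the authors with Cuffdiff, which adjusted the q-values over all 6 comparisons of the run with 4 genotypes. The Cuffdiff test statistic, a score without a fixed range, was deposited by the authors as well and was not used. For clf-29 and swn-4, the authors also ran Cuffdiff with WT and the mutant alone, and the isoform FPKM of these runs were summed per gene. The confidence intervals of these runs were not available for every gene and are missing, for example, for FLC, SVP, and SEP3. Another run of this kind, for clf-29 swn-4, gives genes with their q-values.

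Aligned read pairs per library, from Table S6, lay between 15649123 and 23818219. The values are pooled, so no value per library, no standard deviation between libraries, and no fit that leaves out a library could be computed. The precision of a difference is therefore known only through the authors' q-values and the Cuffdiff confidence intervals. No batch could be separated either, since the labels give one library kit for clf-29 swn-4 and another for the other genotypes. The methods name the same kit for all, so whether the kits differed is not known. The labels give an age of 10 days and the methods give 2 weeks.

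A gene was called where the Cuffdiff status was OK, the q-value was under 0.05, and the FPKM differed by at least 1.5-fold, as the study's methods state. The table holds 33201 genes, of which 337 carry several locus IDs. Of the 32864 with a single ID, 32157 were matched to the RefSeq annotation of TAIR10.1, which was used for gene symbols, strands, transcripts, and primer positions. Coordinates of genes are those of the authors' table (TAIR10). The share of 20-base words of a transcript that also occur in another gene was computed to mark genes whose reads may have been split. All transcripts were read on the forward strand of the genome. Genes that overlap at a locus therefore count as sharing words, and similar genes on opposite strands are missed.

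Lists of bound genes were compared with calls by two-sided Fisher's exact tests among tested genes, adjusted by Benjamini-Hochberg over 12 tests for CLF and SWN, 30 tests for H3K27me3 changes, and 9 tests for transcription factor families. Log2 ratios of lists were taken on log2(FPKM + 1), and the median of a list was placed among 10000 random lists of the same size matched on mean FPKM in 20 bins. Agreement of clf-29 and swn-4 was set beside 200 simulations of unchanged genotypes that share the WT values, with noise drawn from the confidence intervals. The genes named in the text were fixed by a rule: CLF, SWN, and the genes the study names in its text and in Fig. S10 for seed maturation and flowering, and per mutant the 3 genes with the largest rise and the 3 with the largest fall among called genes with at least 1 FPKM in both genotypes. AGL15, AG, and AP1, which the study's text also names as floral genes, were not included. Genes listed against their direction in Data S9 and the clock genes of the closing section lie outside this rule. Of the former, BNQ3 and AT3G13240 were named after their values were seen.

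The counting, the Fisher's exact tests, the adjustment, and the random lists were tested on simulated data. Of 200 genes changed in a simulated table of 33201 genes, 200 were called, and 10 unchanged genes were called. The alternatives were a q-value under 0.01, an unadjusted p-value under 0.05, a minimum of 2-fold and no minimum, an FPKM of at least 1, an adjustment within each comparison, fold changes centred on the median, genes with 1 locus ID, a pseudocount of 0.1, matching on WT expression, and the runs of 2 genotypes. Their effect is given in the closing section. GO terms were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used.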

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

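The test on genes near the floor and the test on genes not raised in clf-29, with its 2 limits, were chosen after the results had been seen. The other tests here were set before their results were seen.

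The single mutants differed more from each other than either did from WT. In the direct comparison, 2051 genes were called in the authors' deposited table, against 1078 for clf-29 and 650 for swn-4 compared with WT. The standard deviation of the log2 ratios across genes with at least 1 FPKM in both genotypes was 0.41 between the mutants, 0.33 for clf-29, and 0.26 for swn-4. Unrelated changes in the mutants give a larger spread between them than from WT. The changes were nearly unrelated (Spearman 0.05), so the larger spread alone calls for no further explanation. Calls against WT overlapped in all 4 combinations of direction. The overlap was largest for the 71 genes that were higher in clf-29 and lower in swn-4 (odds ratio 16.5, p = 9.63e-53, two-sided Fisher's exact test). The odds ratios of the other 3 were alike. There were 33 genes lower in clf-29 and higher in swn-4 (odds ratio 4.31, p = 5.58e-11, Fisher's exact test). Another 38 were higher in both (odds ratio 4.24, p = 3.90e-12, Fisher's exact test), and 22 were lower in both (odds ratio 4.33, p = 6.50e-08, Fisher's exact test). A shared WT sample gives calls in the same direction. Simulated genotypes without change could therefore hardly give opposite calls, and their counts there cannot show how unusual the observed ones are. Over the genes that were simulated without change, 42 genes were higher in clf-29 and lower in swn-4, where the simulations gave a mean of 0.01 and at most 1. In the opposite combination there were 24 genes, where the simulations gave a mean of 0.05 and at most 1. In both mutants, 17 genes were higher, where the simulations gave a mean of 52.5 (range 33 to 68). Lower in both were 11 genes, where the simulations gave a mean of 31.6 (range 18 to 46). Both observed numbers in the same direction lay below the simulated ranges, so the simulations do not describe these data.

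Several technical explanations were tested. After the trend with GC content and transcript length was removed, 97.7% of 2002 calls between the mutants still differed by 1.5-fold in the same direction, which argues against such a bias as the whole cause. With each mutant taken from its own run with WT alone, 83.6% of 2007 calls did so, which argues against the values of the joint run. At least 1 FPKM in both mutants was found for 77.8% of the calls, so genes near the floor cannot make up the pattern. A different time of day at harvest would move morning and evening genes of the circadian clock in opposite directions. The median log2 ratio of swn-4 to clf-29 was -0.93 for 5 morning genes and -0.18 for 5 evening genes. CCA1, PRR9, PRR7, PRR5, and GI were called lower in swn-4, while LHY, RVE8, TOC1, LUX, and ELF4 were not called. Members of both lists behaved differently, so the medians decide nothing and a different time of day at harvest stays open. A difference between the loss of CLF and the loss of SWN on these genes may be a biological explanation, as a hypothesis found and tested on the same values. Differences in growth or handling between the groups of plants were not tested, since the tables hold no value per library.

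FT differed between the single mutants in opposite directions from WT, with a log2 ratio of swn-4 to clf-29 of -4.93. The FPKM of FT was above 1 in both mutants, and FT shares none of its 20-base words with other genes as read on the forward strand. The tests on all calls between the mutants, such as the 83.6% kept in the separate runs, cover FT as 1 of 2051 genes, and FT in clf-29 was 19.2-fold higher than in WT in the separate run. A different effect of CLF and SWN on FT may explain the direction, and a later or earlier stage of the plants at harvest stays open as well. Neither was tested for FT alone.

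Genes with lower H3K27me3 in clf-29 were over-represented among the genes higher in swn-4, for which the paper does not report a comparison. Of 180 tested genes of that list, 19 (10.6%) were higher in swn-4, against 1.91% of other genes (odds ratio 6.06, adjusted p = 2.12e-08, Fisher's exact test over 30 tests). The list was also over-represented among the genes lower in swn-4, with 9 genes (odds ratio 4.36, adjusted p = 0.00130, Fisher's exact test). A low WT value shared by both comparisons would raise clf-29 as well. Among genes with a log2 ratio of 0 or less in clf-29, 7 of 62 genes of the list were higher in swn-4 (odds ratio 8.11, p = 5.46e-05, Fisher's exact test), and with a limit of 0.5 times log2(1.5), 11 of 93 were (odds ratio 8.19, p = 4.10e-07, Fisher's exact test). This argues against the shared WT values as the whole cause. Low expression as the cause is argued against by random lists matched on FPKM, which held 5.10 such genes on average and at most 16 in 10000 lists, so that the observed number was 3.72 times the mean. A candidate explanation is that these genes respond to either methyltransferase. It is a hypothesis, and the changes in both directions leave open that the genes are more variable than others of the same expression.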

How the results depend on the processing

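The main settings and the alternatives were chosen before the data were examined. Across 42 results with 159 values under alternatives, 131 kept their direction and their side of the threshold. Of the others, 14 counts moved by more than 1.5 times, 8 values no longer passed their threshold, 3 passed it only under the alternative, and 3 changed direction.

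The counts of called genes depended on the fold minimum and the q limit, which follows from their construction. The counts in this paragraph are of the authors' deposited table. With a minimum of 2-fold, the authors' deposited table gave 293 higher and 161 lower genes in clf-29, 109 and 114 in swn-4, and 3802 higher in clf-29 swn-4. Without a fold minimum, the authors' deposited table gave 1099 and 1456 genes in clf-29 and 851 and 656 in swn-4. With a q under 0.01, 299 lower genes in clf-29 and 252 higher genes in swn-4 were left in the authors' deposited table. With the p values of the authors' deposited table adjusted within each comparison, 299 lower genes in clf-29 and 210 higher and 163 lower genes in swn-4 were left. Centring the fold changes on the median of expressed genes, which moves every gene by the same amount, changed the balance of the sides in clf-29, from 57.6% to 67.9% higher genes.

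The depletion of bound genes among the genes lower in clf-29 swn-4 was weaker with all genes as background (odds ratio 0.918 for CLF and 0.939 for SWN), against lists matched on expression (ratio 0.979 and 0.945), and at a minimum of 2-fold (odds ratio 0.876 and 0.909). The enrichment of CLF-bound genes among genes lower in swn-4 was weaker against matched lists (ratio 1.49). At a minimum of 2-fold its odds ratio was 2.09, against 2.03 in the main setting, but with fewer calls the adjusted p was 0.0569 (Fisher's exact test). The cause was not tested. With genes of at least 1 FPKM in any genotype, the medians left the range of the random lists for co-bound genes in clf-29 (0, against -0.07 in the lists) and in swn-4 (0.0197, against 0), and for genes with lower H3K27me3 in clf-29 (0.18, against -0.06). Many genes listed at 0 hold the median at 0 in the main setting.

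With genes of at least 1 FPKM in any genotype, the median of co-bound genes without H3K27me3 in clf-29 swn-4 moved from below to above the lists (0.18, against 0.16), and the odds ratio of genes with lower H3K27me3 among the genes lower in clf-29 became 1.03. Both stayed within chance. In the runs of 2 genotypes, the Spearman correlation of the changes in clf-29 and swn-4 was -0.0297. The cause was not tested. Among 38 values of single genes with 76 values under alternatives, 71 kept their direction and their side of a 1.5-fold change, and 2 became weaker. In the runs of 2 genotypes, 3 reversed, namely the log2 ratios of ABI3 in swn-4 (-0.11), SESA4 in clf-29 (-0.67), and SWN in clf-29 (0.0799), which were not called. The cause was not tested.

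No paired analysis was possible because the tables hold 1 pooled value per genotype and no value per library. For the same reason, leaving out a library, a block for the replicate number, tests on counts, and other splits of the libraries were not run. The runs of WT with clf-29 or swn-4 alone give no p values per gene and therefore no counts of calls. Genes listed at 0 in WT have no ratio and no alternative value. The depth limits the genes of low expression, as 12941 genes in the comparison of clf-29 with WT were left untested by Cuffdiff for too few reads.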

Differences from the paper's values

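No test in this part was chosen after a result was seen. The numbers of higher and lower genes in the 3 mutants differed from the paper's by less than 1.5 times. The values below differed by more, except in the last paragraph of this part, which lists genes whose call differed from the paper's.

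The paper shows the percent of bound genes that changed in swn-4. Of the CLF-bound genes, 3.95% were higher in swn-4, against the paper's about 2.0% in Fig. 5c, read by eye. Neither a minimum of 2-fold (0.790%) nor an FPKM of at least 1 (3.81%), both alternatives set before the data were examined, closed the gap. Of the SWN-bound genes, 3.73% were higher, against the paper's about 2.0% in Fig. 5c, read by eye, and the same alternatives gave 0.959% and 3.46% and did not close the gap. Of the CLF-bound genes, 1.36% were lower in swn-4, against the paper's about 0.6% in Fig. 5c, read by eye. A minimum of 2-fold (0.647%) closed this gap, and an FPKM of at least 1 (1.29%) did not. Of the SWN-bound genes, 1.55% were lower, against the paper's about 0.9% in Fig. 5c, read by eye, and again a minimum of 2-fold (0.639%) closed the gap and an FPKM of at least 1 (1.49%) did not.

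The median FPKM of co-bound genes was 1.06 in WT, against the paper's about 0.4 in Fig. 5b, read by eye. It was 1.11 in clf-29, against the paper's about 0.5, 1.14 in swn-4, against the paper's about 0.3, and 3.02 in clf-29 swn-4, against the paper's about 1.6, all in Fig. 5b, read by eye. None of the alternatives set before the data were examined closed these gaps. With an FPKM of at least 1 in any genotype the medians were 3.69, 3.90, 3.88, and 7.96, and in the separate runs they were 1.08, 1.08, 1.03, and 3.05.

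In WT, the median FPKM was 1.06 for CLF-bound genes, against the paper's about 6.0 in Fig. S8, read by eye. It was 1.23 for SWN-bound genes, against the paper's about 6.4, and 2.84 for all genes, against the paper's about 11, both in Fig. S8, read by eye. With genes of at least 1 FPKM in WT, an alternative set before the data were examined, the medians were 6.79, 7.29, and 14.4 and the gaps closed. The separate run did not close them.

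FT was 18.0-fold higher in clf-29, against the paper's about 74 in Fig. S10b, read by eye. With the separate run it was 19.2-fold and with a pseudocount of 0.1 it was 17.6-fold. None of the alternatives set before the data were examined closed the gap.

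The paper marks FT as not changed in swn-4, where it was called lower, at 1.69-fold. With the p values adjusted within the swn-4 comparison, FT would not be called. The paper gives AGL19 as higher in clf-29, where its 2.08-fold rise had a q of 0.0526 in the authors' deposited table and was not called. An unadjusted p under 0.05 calls it. In the separate run of WT and clf-29, which gives no p values per gene, the rise of AGL19 was 2.96-fold. The paper gives about 3.0 in Fig. S10b, read by eye. The paper gives SVP as lower in clf-29, where it was 1.44-fold lower and was not called. Without a fold minimum it is called. The paper gives AGL71 as higher in clf-29, where Cuffdiff did not test it, at an authors' FPKM of 0.395 against 0 in WT.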

Other observations

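The tests of repeated sequence and short transcripts between the runs, of large changes without a call, and of the peaks at CLF and SWN were chosen after the result was seen. The tests of the changes in clf-29 swn-4 and of genes near the targeted loci were set before.

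The number of changes in clf-29 swn-4 was examined for technical explanations. After the trend with GC content and transcript length was removed, 94.7% of 10414 calls still differed by 1.5-fold in the same direction. Centring on the median kept 89.7% of the calls, or 9737 genes. A few genes that take most of the FPKM would press down the rest by 1 factor, and so in 1 direction. Of the calls, 57.2% were higher and the others lower. This balance cannot test the explanation, because Cuffdiff had already normalized the values between genotypes. The share of such genes in the total could not be compared, as Cuffdiff gave no value to 7 genes with too many reads. The calls kept after removal of the trend and after centring argue against a bias of GC content or length and a shift of all values as the whole cause. A few dominant genes were not tested apart from such a shift. The library kit cannot be told apart from the genotype, since 0 of the 4 genotypes have libraries of both kits in the labels. The loss of both methyltransferases stays a biological explanation beside the kit, which differed by the labels and not by the methods.

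The clf-29 values differed between the run with all genotypes and the run with WT alone. Across 18180 genes, the log2 ratio between the runs had a standard deviation of 0.154 in clf-29 and 0.00485 in WT, and 91 genes differed by over 1.5-fold. For the run of WT and swn-4 it was 0.0735 in swn-4 and 0.0528 in WT. For the run of WT and clf-29 swn-4 it was 0.000897 in clf-29 swn-4 and 0.00231 in WT. The rest of this paragraph is on clf-29 unless swn-4 is named. Of 807 calls compared, all kept their direction and 605 kept a change of 1.5-fold in the other run. In swn-4, 437 of 472 calls did. Transcripts with repeated words had a median absolute difference of 0.12 in clf-29 (323 genes; 0.08 over all genes, and at most 0.10 in the random lists), and the shortest 10% of transcripts had 0.11. The same genes differed by 0.00389 and 0.00349 in WT, so neither property alone is the whole cause. What differed between the runs for clf-29 was not tested further, and a different set of clf-29 reads in the runs may be a cause.

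Large changes were called less often than smaller ones. Among tested genes with at least 5 FPKM in WT or the mutant, 50% of 8 genes that changed over 32-fold in clf-29 were called, against 80% of 45 genes that changed 4- to 32-fold. In swn-4, 0 of 2 and 72.7% of 22 genes were called, and in clf-29 swn-4, 71.3% of 456 and 98.6% of 2037. Of genes listed at 0 in one group, 43.8% of 16 were called in clf-29, 22.2% of 9 in swn-4, and 88.5% of 122 in clf-29 swn-4. In swn-4 and clf-29 swn-4 these shares are above those for over 32-fold, so the order does not follow the distance from 0. A test that has little power where one group is at or near 0 stays open for the genes without a call, such as CLF in clf-29 and ABI3 in clf-29 swn-4.

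CLF itself is 1 of 6 genes listed as bound by CLF and not by SWN. The CLF peak there spans 7473 bp, from 9952922 to 9960394 on chromosome 2, and 28 of 1041 CLF peaks are as long. It covers the whole cloned fragment of the CLF-GFP transgene and runs past it by 548 bp at one end and 279 bp at the other. This is consistent with DNA of the transgene in the ChIP of the CLF-GFP line, and binding of CLF to its own gene stays open. SWN is listed as bound by SWN, but the nearest listed SWN peak lies 15392 bp from the cloned SWN fragment. No listed peak lies on the fragment, so DNA of the SWN-GFP transgene could not be tested as the cause of this listing.

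Genes near the targeted loci can differ through sequence linked to the insertion. Within 500 kb of CLF, 13 of 178 tested genes were called in clf-29 (odds ratio 1.41, p = 0.238, two-sided Fisher's exact test). Within 500 kb of SWN, 4 of 197 were called in swn-4 (odds ratio 0.623, p = 0.538, Fisher's exact test). With 1065 and 645 calls elsewhere in the genome, linked differences do not account for the changes as a whole.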
